# Multiparity increases the risk of diabetes by impairing the proliferative capacity of pancreatic β cells

**DOI:** 10.1038/s12276-023-01100-2

**Published:** 2023-10-31

**Authors:** Joon Ho Moon, Joonyub Lee, Kyun Hoo Kim, Hyun Jung Kim, Hyeongseok Kim, Hye-Na Cha, Jungsun Park, Hyeonkyu Lee, So-young Park, Hak Chul Jang, Hail Kim

**Keywords:** Gestational diabetes, Type 2 diabetes

## Abstract

Pregnancy imposes a substantial metabolic burden on women, but little is known about whether or how multiple pregnancies increase the risk of maternal postpartum diabetes. In this study, we assessed the metabolic impact of multiple pregnancies in humans and in a rodent model. Mice that underwent multiple pregnancies had increased adiposity, but their glucose tolerance was initially improved compared to those of age-matched virgin mice. Later, however, insulin resistance developed over time, but insulin secretory function and compensatory pancreatic β cell proliferation were impaired in multiparous mice. The β cells of multiparous mice exhibited aging features, including telomere shortening and increased expression of *Cdkn2a*. Single-cell RNA-seq analysis revealed that the β cells of multiparous mice exhibited upregulation of stress-related pathways and downregulation of cellular respiration- and oxidative phosphorylation-related pathways. In humans, women who delivered more than three times were more obese, and their plasma glucose concentrations were elevated compared to women who had delivered three or fewer times, as assessed at 2 months postpartum. The disposition index, which is a measure of the insulin secretory function of β cells, decreased when women with higher parity gained body weight after delivery. Taken together, our findings indicate that multiple pregnancies induce cellular stress and aging features in β cells, which impair their proliferative capacity to compensate for insulin resistance.

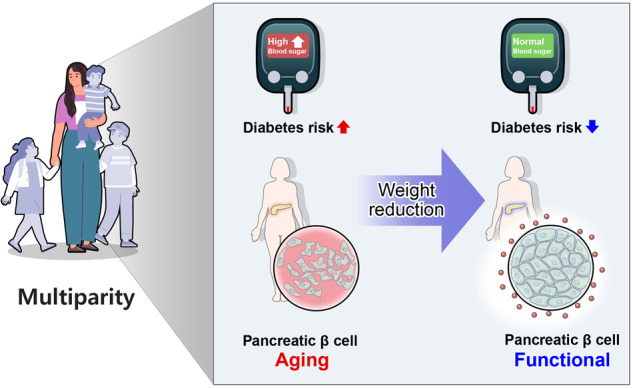

## Repeated pregnancies and their impact on maternal diabetes

Researchers used a mouse model to investigate the impact of multiple pregnancies on long-term metabolic health of female, discovering that pancreatic β cells in multiparous mice lost their proliferative capacity, leading to hyperglycemia. Transcriptomic analyses showed features of senescence and increased cellular stress in these cells. In humans, women with a higher number of pregnancies had reduced glucose tolerance compared to those with fewer deliveries. Multiparous women who gained weight after delivery had impaired insulin secretory function while multiparous women who maintained or lost weight maintained their pancreatic β cell function. The study highlights the need for careful monitoring and lifestyle modifications, such as weight reduction, in women who have undergone multiple pregnancies to reduce the risk of postpartum diabetes.

## Introduction

Pregnancy imposes a substantial metabolic burden on women through weight gain and insulin resistance. Women gain more than 10 kg in body weight during the gestation period^1^, while pregnancy-related hormones, including tumor necrosis factor α, placental lactogen, growth hormone, cortisol, and progesterone, increase insulin resistance during pregnancy^2^. Thus, women who undergo multiple pregnancies are likely to have an increased risk of diabetes in the postpartum period^3,4^.

During pregnancy, pancreatic β cell mass undergoes dynamic changes to compensate for increased metabolic demands. At mid-gestation, the β cell mass expands by up to 3–4-fold in rodents and 1.4-fold in humans^5,6^. At the end of gestation, the β cell mass regresses to the pregestational level^7^. Therefore, β cells undergo expansion and regression throughout gestation, which is expected to increase their cellular stress. Although counterregulatory mechanisms exist to compensate for the increased cellular stress during gestation^8–10^, β cells are likely to be in a state of distress after multiple pregnancies^11^.

Previous clinical studies have demonstrated an increased risk of postpartum diabetes associated with grand multiparity^12,13^, but a clear understanding of the metabolic changes that occur during and after pregnancy is lacking. In particular, mechanistic studies examining alterations in pancreatic β cells and other peripheral organs following multiple pregnancies are lacking. This unmet need has led to the hypothesis that the repeated expansion and regression of β cells by multiple pregnancies could potentially induce cellular distress that would impede their compensatory mechanisms to handle the insulin resistance that occurs with aging, thereby placing mothers at an increased risk of postpartum diabetes. To demonstrate this notion, we characterized the impact of multiple pregnancies on the metabolic health of postpartum female humans and mice. Our analysis in a mouse model revealed that β cells of multiparous mice lost their proliferative capacity and became unable to compensate for the increasing insulin demand, leading to hyperglycemia. Transcriptomic analyses of multiparous β cells showed features of senescence and increased cellular stress, which could underlie the impaired proliferative capacity of these cells. Human studies have shown that women with a higher number of pregnancies are intolerant to glucose compared to those who have delivered less and that postpartum weight reduction in multiparous women results in improved glucose tolerance, insulin sensitivity, and insulin secretory function. This study provides potential implications for women who have undergone multiple pregnancies to be carefully monitored for the future development of diabetes and to have lifestyle modifications, including weight reduction, be recommended.

## Materials and methods

### Animal experiments

For the multiparity model experiments, 9-week-old female littermate mice (C57BL/6 J, The Jackson Laboratory) were randomly assigned to the virgin or multipara groups. These mice were mated and gave birth three times consecutively (multipara), and their virgin littermates were used as controls (virgin). Metabolic phenotypes were evaluated at least 3 weeks after the last delivery (3-week washout for the Fig. 1 cohort and 16-week washout for the Fig. 2 cohort). For the S-961 studies, 100 nmol/kg mouse S-961 (insulin receptor antagonist, Novo Nordisk) was intraperitoneally administered twice a day for 3 or 7 days. All mouse studies were approved by the Institutional Animal Care and Use Committee (IACUC) of Korea Advanced Institute of Science and Technology. All experiments were performed in accordance with the relevant guidelines and regulations. Further details on the metabolic assessments are described in the Supplementary Methods.

**Fig. 1:**
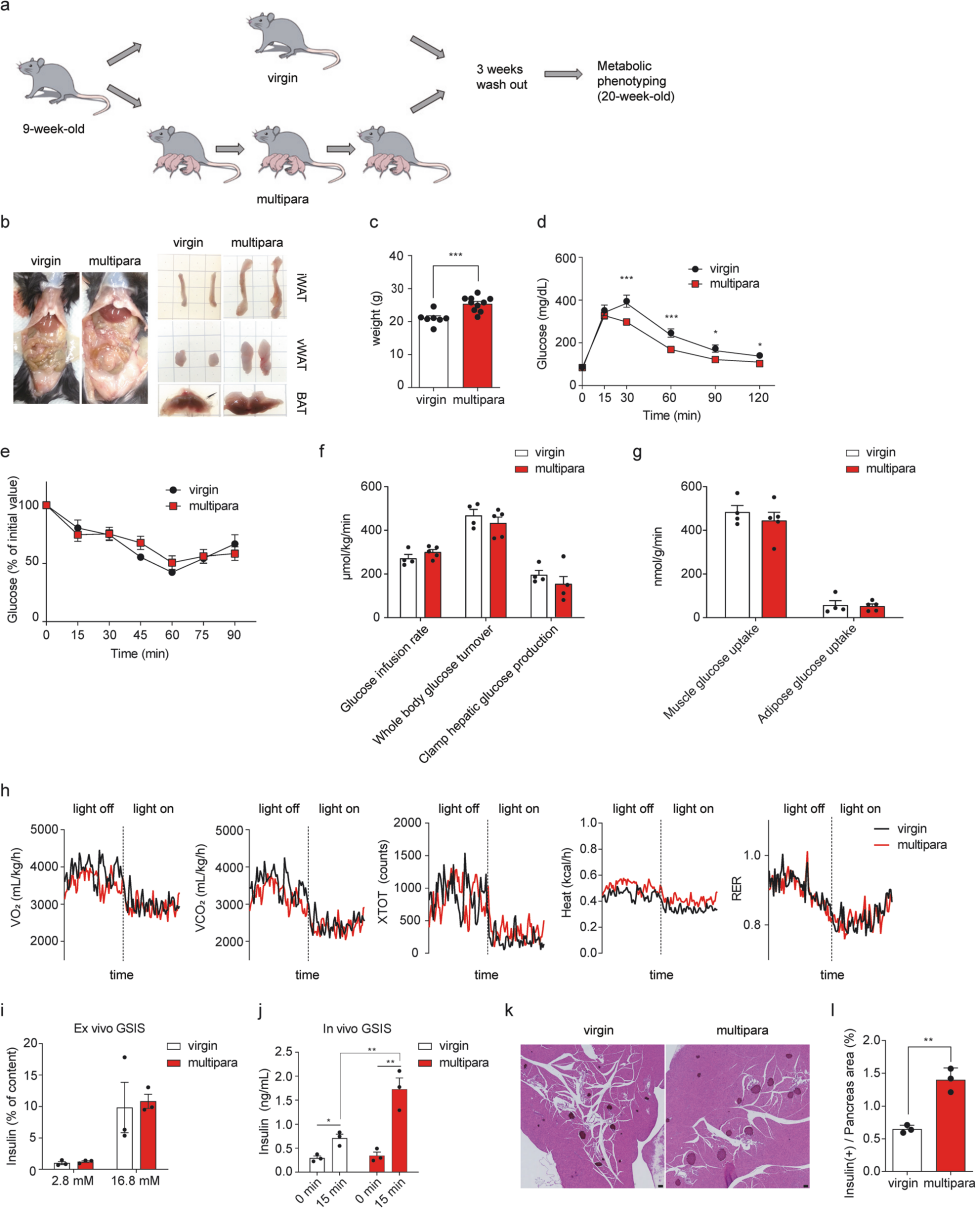
Multiparity improves glucose tolerance by increasing β cell mass. **a** Schematic depicting the mouse model for multiple pregnancy. Age-matched female C57BL/6 J mice were randomly assigned to the virgin or multipara groups and mated to give birth three times consecutively. Metabolic phenotypes were evaluated at 3 weeks after the last delivery. **b** Gross images of virgin and multiparous mice and their inguinal white adipose tissue (iWAT), visceral WAT (vWAT), and brown adipose tissue (BAT) dissected at 3 weeks after the last delivery. **c** Body weight and **d** intraperitoneal glucose tolerance test data obtained after an overnight fast (2 g/kg); *n* = 7 for virgin, *n* = 10 for multipara. **e** Intraperitoneal insulin tolerance test after a 6 h fast (0.75 U/kg; *n* = 3 per group). **f, g** Glucose infusion rate, whole body glucose turnover, clamp hepatic glucose production, and **g** glucose uptake from soleus muscle and retroperitoneal adipose tissue were measured by the hyperinsulinemic-euglycemic clamp method in virgin and multiparous mice (*n* = 4 for virgin and *n* = 5 for multipara). **h** Indirect calorimetric analysis of virgin and multiparous mice. Oxygen consumption (VO_2_), carbon dioxide consumption (VCO_2_), total activity at the x-axis (XTOT), heat production, and the respiratory exchange ratio (RER) were recorded (*n* = 4 per group). **i** Islets were incubated for 15 min with 2.8 or 16.8 mM glucose, and the secreted insulin concentrations were measured with ELISA (*n* = 3 per group). **j** Plasma insulin concentrations were measured after intraperitoneal glucose injection (2 g/kg; *n* = 3 per group). **k** Representative images of pancreatic islets of virgin and multiparous mice; insulin was immunohistochemically (brown) stained with hematoxylin and eosin counterstaining. Scale bar: 50 μm. **l** The β cell area was quantified as the percentage of the insulin-positive area relative to the area of the entire pancreas. **k, l** *n* = 3 per group. (Data are expressed as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, as determined by Student’s *t* test (**c**–**g, l**) or one-way ANOVA with Tukey’s *post hoc* test (**i, j**).

**Fig. 2:**
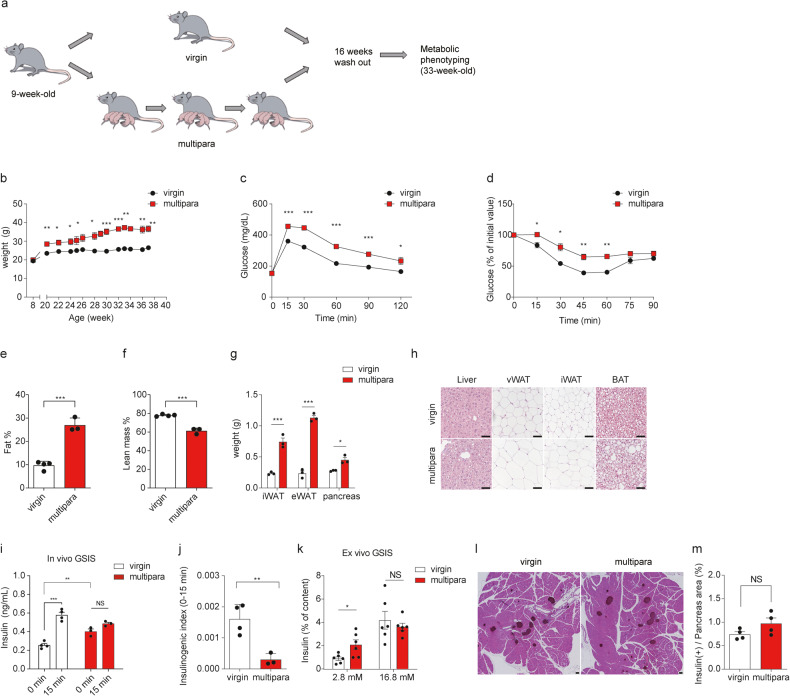
Multiparous β cells fail to compensate for insulin resistance. **a** Schematic depicting the mouse model for repeated pregnancy, evaluated at 16 weeks after the last delivery (34 weeks of age). **b** Body weight changes in virgin and multiparous mice. **c** Intraperitoneal glucose tolerance test after an overnight fast (2 g/kg). **d** Intraperitoneal insulin tolerance test after a 6 h fast (0.75 U/kg). **b–d** *n* = 4 per group). **e** Fat and **f** lean mass proportions in virgin and multiparous mice (*n* = 4 for virgin, *n* = 3 for multipara). **g** Weights of the indicated tissues (*n* = 3 per group). **h** Representative images of liver, vWAT, iWAT, and BAT (*n* = 3 per group, scale bar: 50 μm). **i** Plasma insulin concentrations and **j** the insulinogenic index were measured after intraperitoneal glucose injection (2 g/kg; *n* = 4 per group). **k** Islets were incubated for 15 min with 2.8 or 16.8 mM glucose, and the secreted insulin concentrations were measured with ELISA (*n* = 6 per group). **m** Representative images of pancreatic islets of virgin and multiparous mice; insulin was immunohistochemically detected (brown) with hematoxylin and eosin counterstaining. Scale bar: 50 μm. **l** The β cell area was quantified as the percentage of the insulin-positive area relative to the area of the entire pancreas. **l**, **m** *n* = 4 per group. Data are expressed as the mean ± SEM. NS not significant. *P < 0.05, as determined by Student’s *t* test (**b**–**g, j, m**) or one-way ANOVA with Tukey’s *post hoc* test (**i, k**).

### Islet studies

Pancreatic islets were isolated from C57BL/6 J virgin and multipara mice as described previously^14^. For ex vivo glucose-stimulated insulin secretion (GSIS), the retrieved islets were incubated for 15 min in 2.8 mM glucose (basal, low) or 16.8 mM (stimulated, high) glucose-containing buffer, and the secreted insulin level was measured. Insulin secretion was normalized to the content of insulin extracted from the islets using acid-ethanol. Further details are described in the Supplementary Methods.

### Quantitative reverse transcription-PCR (qRT‒PCR) and RNA sequencing

RNA was extracted from pancreatic islets using TRIzol (Invitrogen, 15596026). *Actb* was used as an internal control. Telomere length was measured using qRT‒PCR, as described in detail elsewhere^15^. The primers used to evaluate the expression of each gene are listed in Supplementary Table 2.

For RNA sequencing, samples with an RNA integrity number (RIN) > 8.0 were selected, and 1 μg of total RNA was applied to construct cDNA libraries using an Illumina TruSeq Stranded mRNA kit (RS-122-9004DOC). Further details are described in the Supplementary Methods.

### Single-cell RNA sequencing

Isolated pancreatic islets from C57BL/6 J mice were dissociated into single cells with gentle pipetting in the presence of 0.25% trypsin for 5 min. Dissociated cells were subjected to the 10X Genomics Chromium system, and cDNA libraries were constructed using Chromium Single-Cell 3′ Reagent Kits (v3.1 Chemistry). The libraries were sequenced using a HiSeq X Ten (Illumina). The sequenced data were aligned and analyzed using Cell Ranger (3.1.0) and Seurat v3.0. Cells that met the criteria of nGene_RNA > 200, nFeature_RNA < 6000, nCount_RNA < 60,000, and percent.mt <10 were used for the analysis. Gene set enrichment analysis (GSEA) was performed with fgsea (v.1.12.0)^16^. GSEA was based on the Molecular Signatures Database (msigdb c5.all.v7.1.symbols, https://data.broadinstitute.org/gsea-msigdb/msigdb/release/7.1/). The number of permutations adopted was 1000, and *p* < 0.05 was regarded as statistically significant. Further details are described in the Supplementary Methods.

### Immunostaining

Immunofluorescence and immunohistochemical staining were performed using formalin-fixed paraffin-embedded mouse tissues following a standard protocol. Details including the measurement of β cell mass and proliferation are described in the Supplementary Methods.

### Human studies

For human studies, we conducted a multicenter prospective cohort study among subjects with a first-time diagnosis of gestational diabetes mellitus (GDM) or gestational impaired glucose tolerance (GIGT)^17^. Subjects were recruited from August 1995 to May 1997 from four centers in Korea. Further details on human studies, including diagnostic criteria for GDM and GIGT, are described in the Supplementary Methods.

Women with GDM or GIGT who visited the initial postpartum evaluation were enrolled in this study. The initial postpartum follow-up visit was performed at 2 months postpartum, and annual follow-up visits were made thereafter. Women who had one to three pregnancies were categorized as ‘parity-low’, and those with four or more were categorized as ‘parity-high’. A total of 455 women were included in the analysis (parity-low, *n* = 376; parity-high, *n* = 79). The median duration of follow-up was 4.0 (interquartile range, 2.2–5.0) years after delivery.

A standard 75 g OGTT and anthropometric measures were measured at each visit. Insulin sensitivity was assessed by the Matsuda index as follows: 10,000/√[(fasting glucose) × (fasting insulin) × (mean glucose) × (mean insulin)]. The insulinogenic index was used to estimate insulin secretion as follows: (insulin [30 min] – insulin [0 min])/(glucose [30 min] – glucose [0 min]). The disposition index was used to evaluate the composite of insulin secretion considering the degree of insulin sensitivity as follows: (Matsuda index) × (insulinogenic index).

All subjects participated voluntarily, and informed consent was obtained from each subject. This study was approved by the Institutional Review Board of Seoul National University Bundang Hospital (IRB Number: B-1903-526-107) and was conducted according to the requirements of the Declaration of Helsinki.

### Statistical analysis

All data are presented as the mean ± standard error of measurements (SEM) for continuous variables or as a number (percentage) for nominal variables. The statistical significance was measured by Student’s *t* test (two-tailed) or ANOVA (with Tukey’s *post hoc* test) for continuous variables and the χ^2^ test for categorical variables. Statistical analyses were conducted using SPSS version 22 (IBM). The level of statistical significance is given as *P < 0.05, **P < 0.01 and ***P < 0.001.

## Results

### Multiparity improves glucose tolerance by increasing β cell mass

To investigate whether multiparity increases the risk of diabetes after delivery, we established a mouse model of multiparity (Fig. 1a). Nine-week-old female C57BL/6 J mice were mated to give birth three times consecutively (multipara), and their metabolic characteristics were analyzed at 3 weeks after the last delivery. Their virgin littermates were used as controls (virgin). Multiparous mice showed increased adiposity in their inguinal white adipose tissue (iWAT) and visceral white adipose tissue (vWAT) compared to that of virgin mice (Fig. 1b). The body weight of multiparous mice was higher than that of virgin mice (Fig. 1c). However, multiparous mice exhibited improved glucose tolerance, and their insulin tolerance was comparable to that of virgin mice (Fig. 1d, e). Insulin sensitivity was further assessed by hyperinsulinemic clamp study (Fig. 1f, g). The glucose infusion rate, glucose turnover, hepatic glucose production, and glucose uptake in the peripheral tissues of multiparous mice were comparable to those in virgin mice. In addition, energy expenditure and heat generation were not altered in multiparous mice (Fig. 1h). These data suggest that multiparity did not induce insulin resistance despite the increased adiposity but rather improved glucose tolerance.

To examine whether changes in the β cells of multiparous mice could account for the improvement in glucose tolerance in the absence of a change in insulin sensitivity, we assessed the β cell function of multiparous mice. An ex vivo glucose-stimulated insulin secretion (GSIS) assay performed using isolated islets showed that insulin secretion was comparable between virgin and multiparous mice (Fig. 1i). However, in vivo GSIS was potentiated in multiparous mice, although the basal insulin levels were comparable (Fig. 1j). Histological analysis revealed that the β cell mass was increased by 2.2-fold in multiparous mice (0.6% in virgin control mice and 1.3% in multiparous mice) (Fig. 1k, l). Taken together, these results show that although multiparous mice were more obese than virgin mice, they did not develop insulin resistance. Instead, glucose tolerance was improved, and the β cell mass remained increased in multiparous mice at 3 weeks after the last delivery.

### Multiparous mice develop insulin resistance without β cell compensation

Our finding that multiparous mice had improved glucose tolerance at 3 weeks after the last delivery contrasted with reported observations in humans^12,18^. We speculated that the phenotypes seen herein for multiparous mice could reflect the acute effects of multiparity, since the analyses in humans were performed at time points further out after the last delivery^19–22^. To avoid the acute effects of pregnancy and explore the long-term metabolic effects of multiparity, we assessed the phenotypes of multiparous mice at a longer period after the last delivery and compared them with age-matched virgin mice (Fig. 2a). Multiparous mice continuously gained weight for 16 weeks after the last delivery, reaching ~40 g at 34 weeks of age, and became glucose intolerant and insulin resistant (Fig. 2b–d). The fat mass was increased and the lean mass was decreased in multiparous mice, which reflected increases in the iWAT and vWAT masses (Fig. 2e–g). Hepatic steatosis was aggravated, the white adipocyte size was increased, and brown adipocytes were more whitened in multiparous mice than in virgin mice (Fig. 2h). These data suggest that multiparous mice are more prone to gaining weight and becoming insulin resistant over time than virgin mice.

Glucose intolerance develops when β cells fail to compensate for increased insulin resistance. In multiparous mice, we noted that insulin resistance developed and the glycemic profile became aggravated over time, even though the β cell mass of these mice at 3 weeks after the last delivery was larger than that of virgin mice. This prompted us to study β cell function in multiparous mice at 34 weeks of age to test whether multiparous β cells had properly compensated for insulin resistance. The fasting plasma insulin concentration was elevated and GSIS was blunted in multiparous mice, and these changes were reflected in a substantially decreased insulinogenic index (Fig. 2i, j). Likewise, ex vivo GSIS assays showed that basal insulin secretion was elevated under low-glucose conditions and that GSIS was impaired in islets from multiparous mice (Fig. 2k). Given that insulin secretion was not impaired in β cells of multiparous mice at 3 weeks after the last delivery, these data indicate that the insulin secretory function of β cells from multiparous mice deteriorated over time after the last delivery, along with the progression of insulin resistance.

To examine whether multiparous mice could further increase their mass in response to the development of insulin resistance, we measured the β cell mass in multiparous mice at 33 weeks of age. In multiparous mice, the β cell mass was increased by 2.2-fold at 3 weeks after the last delivery, before insulin resistance had developed (0.6% in virgin control mice and 1.3% in multiparous mice at 21 weeks of age) (Fig. 1l). However, at 34 weeks of age, there was no significant difference in the β cell mass between multiparous and virgin mice (0.7% and 1.0%, respectively) (Fig. 2l, m). Interestingly, insulin resistance and weight gain did not further increase the β cell mass in multiparous mice (1.3% at 21 weeks of age and 1.0% at 34 weeks of age) (Figs. 1l, 2m).

Taken together, these findings indicate that obesity and subsequent insulin resistance developed over time in multiparous mice, but these mice were not able to increase their β cell mass to compensate for the insulin resistance. In addition, β cell function declined over time in multiparous mice. Therefore, the glucose intolerance seen in multiparous mice could be attributed to insufficient β cell compensation for insulin resistance.

### Multiparity impairs the proliferative capacity of β cells

The failure of multiparous mice to increase their β cell mass to compensate for insulin resistance suggested that multiple pregnancies per se may alter the characteristics of β cells prior to the development of insulin resistance. In this regard, we treated multiparous mice at 3 weeks after the last delivery with S-961, an insulin receptor antagonist that induces insulin resistance and β cell proliferation, and evaluated β cell proliferation in these mice (Fig. 3a). S-961 administration for 3 days induced glucose intolerance similarly in both virgin and multiparous mice (Fig. 3b). However, whereas S-961 induced robust β cell proliferation in virgin mice, this effect was not observed in multiparous mice (6.1% and 0.3%, respectively) (Fig. 3c, d). These data suggest that there may be a defect in the ability of β cells from multiparous mice to proliferate in response to insulin resistance.

**Fig. 3:**
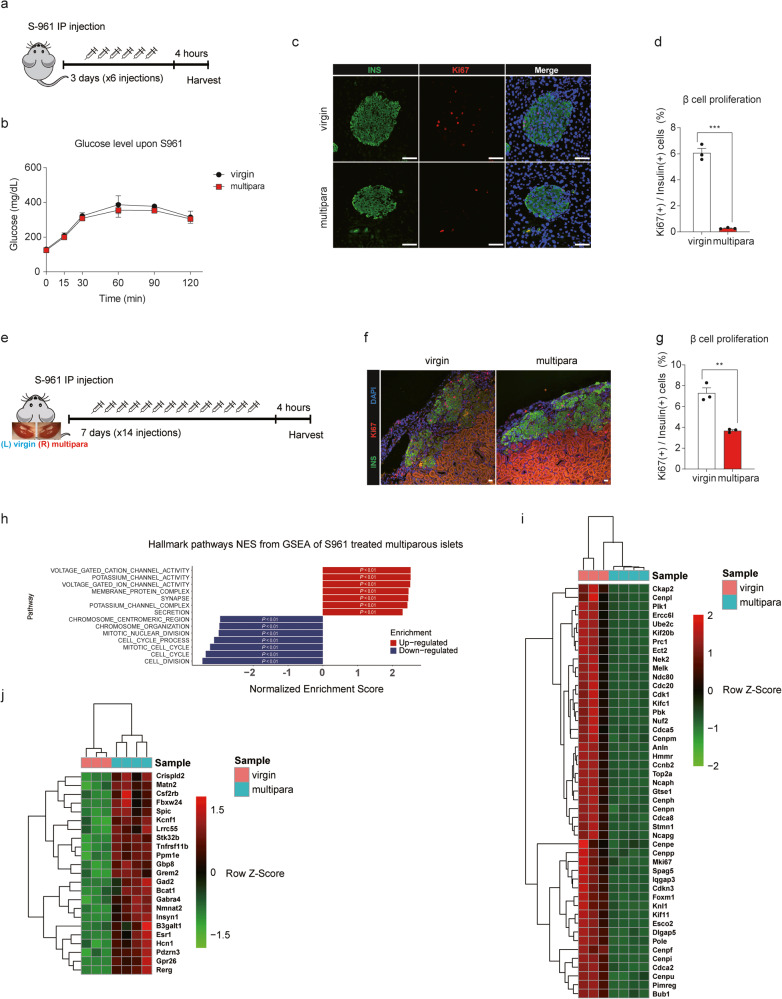
Multiparity impairs the proliferative capacity of β cells. **a** Schematic depicting S-961 (insulin receptor antagonist) administration to test the replicative capacity of β cells in virgin and multiparous mice. **b** Glucose concentrations after S-961 administration in virgin and multiparous mice. **c** Representative images of Ki67 (red) and insulin (green) immunofluorescence in pancreas sections after S-961 administration (scale bar: 50 μm). **d** The β cell proliferation rate was calculated as the percentage of insulin and Ki-67 copositive cells relative to all insulin-positive cells. **b**–**d** *n* = 3 mice per group. (e-g) Size-matched islets from virgin and multiparous mice were transplanted into the left and right renal capsules, respectively, of C57BL/6 J mice, which were then injected intraperitoneally with S-961. **e** Schematic depicting the administration of S-961 to mice transplanted with islets from virgin and multiparous mice into the left and right renal capsules, respectively. **f** Representative images of Ki67 (red) and insulin (green) immunofluorescence in kidney sections after S-961 administration (scale bar: 100 μm). **g** The β cell proliferation rate as the percentage of insulin and Ki-67 copositive cells relative to all insulin-positive cells. **f, g** *n* = 3 per group. (h-j) RNA sequencing of islets obtained from virgin (*n* = 3) and multiparous (*n* = 4) mice subjected to intraperitoneal injection of S-961. **h** Gene set enrichment analysis of virgin and multiparous islets. **i** Downregulated and **j** upregulated genes of multiparous islets compared to virgin islets. **i, j** Z Scores of DESeq2 normalized counts are annotated by the color scale. (Data are expressed as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, as determined by Student’s *t* test).

To exclude the possibility that systemic changes in multiparous mice might inhibit β cell proliferation, we transplanted islets isolated from virgin and multiparous mice into the left and right kidneys of virgin mice, respectively, and treated the mice with S-961 for 7 days (Fig. 3e). In accordance with the above-described results, S-961 treatment robustly induced proliferation among the β cells from virgin mice in the left kidney but not in the β cells from multiparous mice in the right kidney (7.3% and 3.7%, respectively) (Fig. 3f, g). Taken together, these data indicate that the β cells of mice that underwent multiple pregnancies have a limited proliferative capacity even before the development of insulin resistance.

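The bulk RNA-seq data comprised 11 islet libraries. Of these, 3 were labelled virgin and 4 were labelled multipara among mice injected with S-961, and 2 were labelled virgin and 2 multipara among mice that received no injection. Libraries are named here by these labels and their replicate numbers. The mice entered the study at 9 weeks of age, multiparous mice completed 3 pregnancies, and their islets were studied 3 weeks after the last delivery. S-961 is a peptide that blocks the insulin receptor. It was injected at 100 nmol/kg, 2 times per day for 3 days, and islets were collected 4 h after the last of 6 injections. Messenger RNA was selected and made into strand-specific cDNA libraries. The authors deposited for each library an estimated count of reads on each of 55536 annotated genes, without normalization. Between 4449 and 5162 genes per library carried a value that was not whole, as happens where a read is divided between genes, and all values were rounded to whole counts here. The gene identifiers and symbols were those of GENCODE release M21 (Ensembl 96, mouse genome GRCm38) for 55450 of the genes. The paper's text does not name the aligner or the counting program and refers to its Supplementary Methods, which were not used here.

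The total count was 28638659 to 29253280 (median 28921448) in the 3 libraries labelled virgin S-961 and 29866486 to 31832273 (median 30755034) in the 4 labelled multipara S-961. Among the untreated libraries, it was 32234146 and 31159447 in virgin replicates 1 and 2, and 26516117 and 22028507 in multipara replicates 1 and 2. The insulin genes *Ins1* and *Ins2* took 13.2% to 20.7% of the counts with S-961 and 35.3% to 41.4% without it. Total counts were normalized by edgeR's TMM method, which limits the effect of such abundant genes, and expression is given as CPM, counts scaled to a common library size. Genes with low counts were left out with edgeR's filterByExpr function (minimum count 10, minimum total 15). Comparisons of multipara with virgin within a treatment were fitted on the libraries of that treatment only, and the other comparisons on all libraries. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number of differentially expressed genes was moved by several settings, among them DESeq2 in place of this test, single libraries left out and the filter.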

To gain insight into the molecular signature related to the impaired proliferative capacity of β cells from multiparous mice, we performed bulk RNA sequencing (RNA-seq) with islets isolated from virgin and multiparous mice treated with or without S-961 for 3 days (Figs. 1a, 3a). 

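In the untreated islets, 15812 genes were tested between the 2 libraries labelled multipara and the 2 labelled virgin. None had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.0561. At an unadjusted p-value under 0.05 there were 889 genes, 399 higher and 490 lower in multipara, where chance alone gives 791. With DESeq2, the alternative that moved this count most, 22 genes were higher and 34 were lower at an adjusted p-value under 0.05. Both multipara libraries were above both virgin libraries for 2885 genes and below them for 3079 genes, together 37.7% of those tested, and chance gives 33.3%.

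Principal component analysis was run on log2 CPM of the 500 most variable genes. PC1 held 74.8% of the variance and set the multipara libraries apart from each other, with scores of 57.0 for replicate 1 and -36.7 for replicate 2. The virgin libraries lay between them at 4.03 and -24.4. PC2 held 15% of the variance. Under other choices of genes and scale, PC1 held 67.1% to 82.4%. An exact permutation test of 2 libraries against 2 cannot give a p-value below 0.167, and it gave p = 1 for PC1 and p = 0.333 for PC2.

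Genes of the S phase and the G2/M phase were taken from the cell cycle lists of the Seurat package, 97 genes in all. In the untreated comparison, 88 of them could be tested, and their median log2 fold change was 0.73, with 83 higher and 5 lower in multipara. No gene passed an adjusted p-value of 0.05, neither among all genes nor adjusted over the list alone. The set test camera, with a preset correlation between genes of 0.01, gave a p-value of 7.84e-06 (5.32e-05 adjusted over 22 lists) and fgsea one of 6.15e-14, whereas fry gave 0.529 and camera with an estimated correlation 0.523. The direction rested on a single library. Without multipara untreated replicate 1 the median was -0.15, and without replicate 2 it was 1.31.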

Analysis of bulk RNA-seq data obtained from the islets of virgin and multiparous mice without S-961 treatment identified a number of differentially expressed genes (DEGs); however, principal component analysis (PCA) did not show distinct changes in the expression of genes that would be expected to impair the proliferative capacity (Supplementary Fig. 1a, b). Most of the genes upregulated in islets from multiparous mice were previously reported to be upregulated during pregnancy (e.g., *Lrrc55, Matn2*, and *Lars2*)^9^. In contrast, bulk RNA-seq analysis of islets isolated from S-961-treated multiparous and virgin mice revealed distinct expression patterns upon PCA (Supplementary Fig. 1c, d). 

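*Lrrc55* (ENSMUSG00000075224) lies on chromosome 2 of GRCm38 from 85162334 to 85197197, on the minus strand. In the untreated islets its expression was 20.1 and 17.8 CPM in the libraries labelled multipara and 0.57 and 0.67 CPM in those labelled virgin, a log2 fold change of 4.92 with a standard error of 0.18 (adjusted p = 0.0561, edgeR). *Matn2* (ENSMUSG00000022324; chromosome 15, 34306677 to 34436273, plus strand) was expressed at 41.6 and 38.9 CPM in multipara and at 16.9 and 15.6 CPM in virgin, a log2 fold change of 1.31 with a standard error of 0.09 (adjusted p = 0.437, edgeR). For *Lars2* (ENSMUSG00000035202; chromosome 9, 123366927 to 123462666, plus strand), the values were 1306 and 1531 CPM in multipara and 288 and 153 CPM in virgin, a log2 fold change of 2.69 with a standard error of 0.35 (adjusted p = 0.719, edgeR). The multipara libraries were above the virgin libraries for all 3 genes, but none of the adjusted p-values was under 0.05. Over the alternatives with a test, the adjusted p-value ran from 9.33e-45 to 1 for *Lrrc55*, from 3.82e-14 to 1 for *Matn2* and from 5.44e-06 to 0.871 for *Lars2*, in each case lowest with DESeq2. With any 1 of the libraries left out, the log2 fold changes stayed between 4.81 and 5.03, 1.25 and 1.36, and 2.30 and 3.21, respectively. The mitochondrial ribosomal RNA gene *mt-Rnr2* changed less than *Lars2* did in the same libraries, with a log2 fold change of 0.27.

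A list of 10 islet genes described as raised by pregnancy or lactogenic hormones, which holds *Lrrc55* and *Matn2*, had 9 genes that could be tested. Their median log2 fold change was 0.13, with 5 higher and 4 lower in multipara, and 3 were higher at an adjusted p-value under 0.05 adjusted over the list alone. The set tests gave p = 0.0103 for fry and p = 0.272 for camera with an estimated correlation.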

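Among the S-961 libraries, 16784 genes were tested between the 4 labelled multipara and the 3 labelled virgin. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest adjusted p-value 0.315). At an unadjusted p-value under 0.05 there were 1630 genes, 1348 higher and 282 lower in multipara, where chance gives 839. The count was moved most by leaving out the library labelled multipara S-961 4, after which 447 genes were higher and 78 lower at an adjusted p-value under 0.05. With DESeq2 on all libraries, 358 were higher and 11 lower. All multipara libraries were above all virgin libraries for 908 genes and below them for 555, together 8.72% of the genes tested, where chance gives 5.71%.

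In the principal component analysis of these libraries, PC1 held 54.5% of the variance and PC2 21.5%. The PC1 scores were 32.9, 28.3 and 16.3 for virgin replicates 1, 2 and 3, and -37.3, -24.6 and -43.3 for multipara replicates 1, 2 and 3. Multipara replicate 4 scored 27.8, inside the range of the virgin libraries. The difference in PC1 scores between the groups gave p = 0.0857 in an exact two-sided permutation test, whose smallest possible p-value with these group sizes is 0.0286, and PC2 gave p = 0.657 in the same exact test. Across the other choices of genes and scale, PC1 held 43.1% to 63.2% of the variance with exact permutation p-values of 0.0571 to 0.114.

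**Figure D1:**
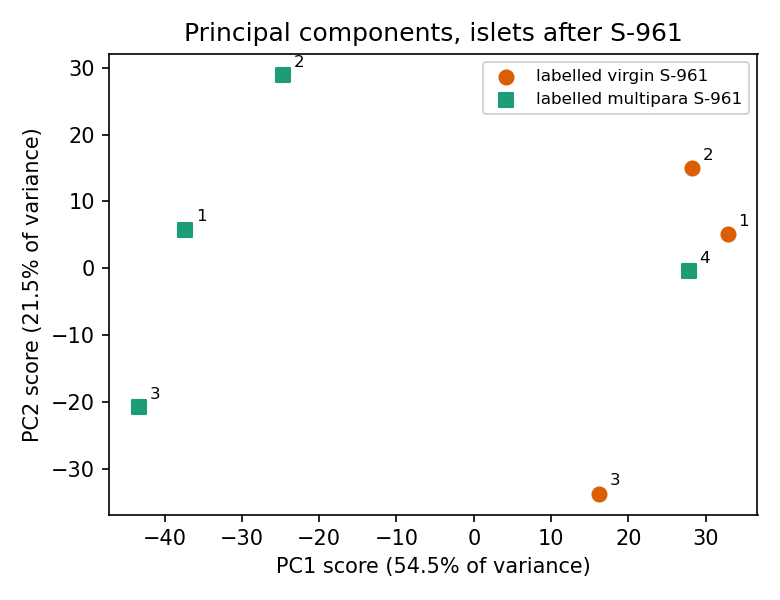
Principal component scores of the S-961 islet libraries, with PC1 (54.5% of the variance) on the horizontal axis and PC2 (21.5%) on the vertical axis. Each point is 1 library, marked by its label and replicate number; multipara replicates 1, 2 and 3 sit at PC1 scores of -24.6 or lower, while multipara replicate 4 sits at 27.8 among the virgin libraries at 16.3 to 32.9.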

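Gene set tests were run on the S-961 libraries with lists fixed by gene symbol, since the gene set database used for Fig. 3h was not used here. The Seurat cell cycle genes, 97 of which could be tested, had a median log2 fold change of 2.28 between the libraries labelled multipara and those labelled virgin. Of these genes, 92 were higher and 5 lower in multipara. At an adjusted p-value under 0.05, 70 were higher and 1 was lower adjusted over the list alone, whereas none passed when adjusted over all genes tested. The median was 1.60 for the S phase genes and 3.17 for the G2/M genes. The set test camera gave a p-value of 4.12e-25 for the cell cycle list (4.53e-24 adjusted over 22 lists), and fgsea gave a normalized enrichment score of 2.76 with a p-value of 5.32e-33. The call did not hold in the other 2 tests, with a p-value of 0.0731 for fry and 0.144 for camera with an estimated correlation in place of the preset one. The alternative that moved the median most was the mean log2 CPM of acinar genes as a covariate, with which it was 0.81.

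For potassium channel subunits, 68 of 92 listed genes could be tested. Their median log2 fold change was 0.09, with 43 higher and 25 lower, an enrichment score of 1.14 and a camera p-value of 0.396. Over 18 alternatives, the median ran from 0.01 to 0.15. For subunits of voltage-gated cation channels, 48 of 64 listed genes could be tested, with a median of 0.24, 36 higher and 12 lower, an enrichment score of 1.33 and a camera p-value of 0.052 (0.0763 adjusted over the lists). The p-value of this list ran from 0.00207 to 0.972 over the alternatives, and it was 0.0447 with DESeq2's size factors. Each of these 2 lists had 1 gene higher in multipara at an adjusted p-value under 0.05 adjusted over the list alone. Genes of membrane protein complexes were not analysed here.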

Gene set enrichment analysis (GSEA) further revealed that the expression levels of genes involved in pathways related to cell cycle regulation were downregulated in islets from S-961-treated multiparous mice, whereas those of genes involved in pathways related to voltage-gated cation channel, potassium channel activity, and membrane protein complex were upregulated (Fig. 3h). 

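Centromere, cell cycle progression and other cell cycle genes shown in Fig. 3i were examined one by one in the S-961 libraries. *Cenpi* (ENSMUSG00000031262) lies on chromosome X of GRCm38 from 134308084 to 134362639. Its expression was 0.21, 0.37 and 0.11 CPM in virgin replicates 1, 2 and 3, and 7.99, 8.56, 5.78 and 0.17 CPM in multipara replicates 1, 2, 3 and 4. The log2 fold change of multipara over virgin was 4.57 (standard error 1.11, adjusted p = 0.315, edgeR's quasi-likelihood test). *Cenpf* (chromosome 1, 189640606 to 189688086) averaged 16.4 ± 11.5 CPM (SD, n = 4) in multipara and 0.955 ± 0.469 CPM (SD, n = 3) in virgin, a log2 fold change of 4.09 with a standard error of 0.87. *Cdk1* (chromosome 10, 69335146 to 69352938) was at 29.9, 38.6, 12.9 and 0.87 CPM in the multipara libraries and at 1.46, 1.56 and 0.82 CPM in the virgin libraries, and its log2 fold change was 3.99 with a standard error of 1.02. *Cdk2* (chromosome 10, 128697939 to 128705031) averaged 9.11 ± 3.84 CPM (SD, n = 4) against 3.42 ± 0.0898 CPM (SD, n = 3), a log2 fold change of 1.41 with a standard error of 0.37. *Cdkn2d* (chromosome 9, 21288410 to 21291407), an inhibitor of cyclin-dependent kinases, averaged 16.3 ± 6.83 CPM (SD, n = 4) against 8.65 ± 1.79 CPM (SD, n = 3), a log2 fold change of 0.91 with a standard error of 0.35.

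For *Hmmr* (chromosome 11, 40701395 to 40733422), *Stmn1* (chromosome 4, 134468320 to 134473843) and *Cdc20* (chromosome 4, 118432901 to 118437352), the log2 fold changes were 4.17, 3.63 and 3.94, with standard errors of 0.99, 0.77 and 0.99. The adjusted p-value was 0.315 for all of these genes except *Cdkn2d*, for which it was 0.44. The spread within multipara came from replicate 4, which was at or near the level of the virgin libraries for each of the 8 genes. With that library left out, all 8 were past an adjusted p-value of 0.05 in edgeR, at 0.00295 for *Cenpi* and 0.0327 for *Cdkn2d*, and over all alternatives the adjusted p-values of these 2 genes ran from 0.00295 to 1 and from 0.0327 to 1. With DESeq2 on all the libraries, 7 of the 8 passed, *Cdkn2d* being the exception. The direction of each gene was the same under every alternative run.

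**Figure D2:**
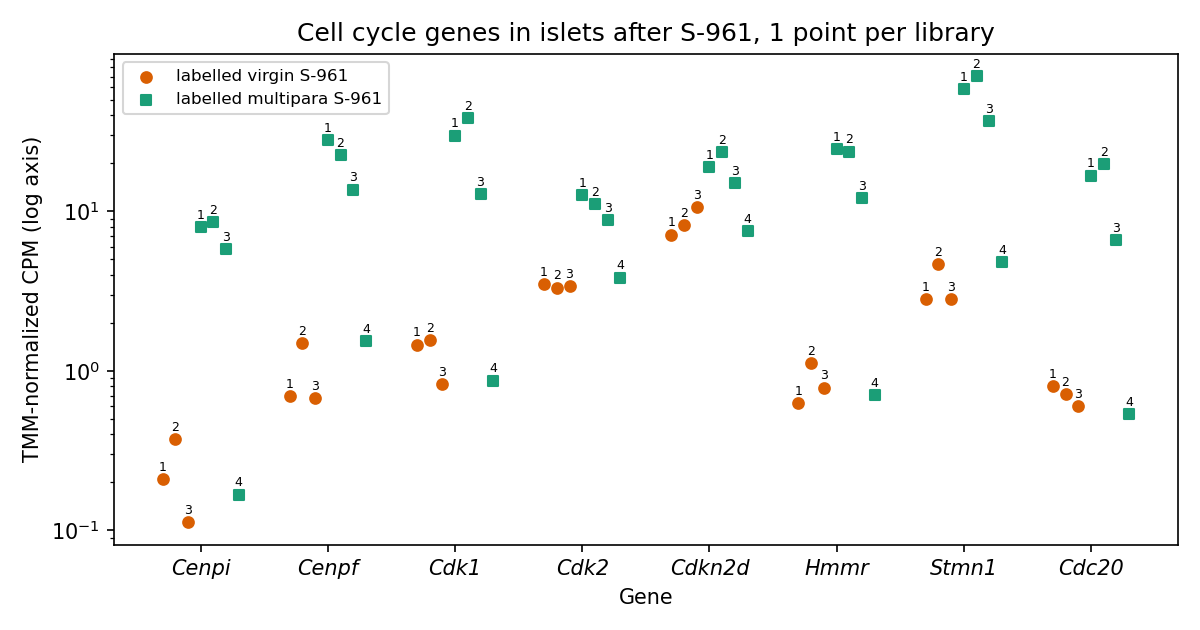
Expression of 8 cell cycle genes in islets after S-961, in TMM-normalized CPM on a log axis. Each point is 1 library, marked by its label (virgin or multipara) and replicate number; for *Cdk1*, multipara replicates 1, 2 and 3 sit between 12.9 and 38.6 CPM, while multipara replicate 4 sits at 0.87 CPM with the virgin libraries at 0.82 to 1.56 CPM.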

Regarding cell cycle-related genes, our analysis revealed that genes related to centromere proteins (*Cenpi* and *Cenpf*), cell cycle progression (*Cdk1, Cdk2*, and *Cdkn2d*) and other cell cycle regulations (*Hmmr, Stmn1*, and *Cdc20*) were downregulated in islets from S-961-treated multiparous mice (Fig. 3i). In contrast, relatively few genes were upregulated in islets from S-961-treated multiparous mice, and these included genes that were previously reported to be upregulated during pregnancy (e.g., *Matn2* and *Lrrc55*) (Fig. 3j). These transcriptomic changes suggest that β cells of multiparous mice are unable to activate the proliferation machinery in response to the increased metabolic demand.

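All 23 genes named in Fig. 3j could be tested, and each had a negative log2 fold change between the libraries labelled multipara S-961 and virgin S-961, with a median of -1.21. None had an adjusted p-value under 0.05, neither among all genes nor adjusted over the list alone, and these genes were chosen by the study from the same libraries. The set tests gave p = 5.46e-18 for camera, p = 0.0477 for fry and p = 0.0814 for camera with an estimated correlation. In the untreated libraries, which Fig. 3j does not show, 21 of the 22 genes that could be tested were higher in multipara, with a median of 1.23. There fry gave p = 0.00318 and camera with an estimated correlation p = 0.0372. The direction was thus opposite between the treatments, and the labels of the S-961 libraries are weighed in the closing section. *Matn2* averaged 69.4 ± 43.3 CPM (SD, n = 4) in multipara and 160 ± 11.8 CPM (SD, n = 3) in virgin. Its log2 fold change was -1.21 with a standard error of 0.40 (adjusted p = 0.366, edgeR). *Lrrc55* was at 0.68, 0.37, 2.29 and 5.02 CPM in multipara replicates 1 to 4 and at 8.48, 7.68 and 6.18 CPM in virgin replicates 1 to 3, a log2 fold change of -1.83 with a standard error of 0.71 (adjusted p = 0.453, edgeR). Every multipara library was below every virgin library for both genes. Without multipara replicate 4, the log2 fold changes were -1.71 for *Matn2* and -2.73 for *Lrrc55*, with adjusted p-values of 0.0128 and 0.0494 in edgeR, and over all alternatives those p-values ran from 0.0128 to 1 and from 0.0494 to 1.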

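To compare whole lists between libraries, the mean log2 CPM of a list was taken as its score in each library. The score of the cell cycle list was 3.35 ± 1.29 (SD, n = 4) in the libraries labelled multipara S-961 and 1.53 ± 0.276 (SD, n = 3) in those labelled virgin S-961. The difference of 1.83 gave p = 0.0857 in an exact two-sided permutation test over 35 splits (0.189 after Benjamini-Hochberg adjustment over 22 lists), so that the groups were not separated at 0.05. The scores in multipara replicates 1, 2, 3 and 4 were 4.22, 4.30, 3.38 and 1.52, against 1.44, 1.84 and 1.31 in the virgin libraries. For the 47 genes of Fig. 3i, scaled to z-scores across these libraries, the mean was 1.37, 1.32, 0.269 and -0.744 in multipara replicates 1, 2, 3 and 4 and -0.742, -0.716 and -0.753 in virgin replicates 1, 2 and 3. The z-scores of the 23 genes of Fig. 3j averaged -1.04, -0.988, -0.975 and 0.680 in multipara and 0.996, 0.599 and 0.730 in virgin. The insulin receptor gene *Insr*, whose product S-961 blocks, was expressed at 61.9 ± 15.1 CPM (SD, n = 4) in multipara and 68.6 ± 9.34 CPM (SD, n = 3) in virgin, with a log2 fold change of -0.15 (adjusted p = 0.845, edgeR). From the genes of Fig. 3h to 3j, which it describes as lower for the cell cycle and higher for a small number of others in multiparous mice, the paper proposes that multiparous β cells cannot switch on proliferation when metabolic demand rises. The paper's other evidence is Ki-67 staining after S-961, which does not rest on these libraries. In that staining, fewer β cells were Ki-67 positive in multiparous mice, and in transplanted multiparous islets, than in their virgin counterparts.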

### Increased cellular stress with senescence is seen in β cells of multiparous mice

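*Mki67* (ENSMUSG00000031004; chromosome 7 of GRCm38, 135689784 to 135716361), which encodes the proliferation marker Ki-67, was expressed in untreated islets at 31.3 and 1.67 CPM in multipara replicates 1 and 2 and at 5.16 and 2.78 CPM in virgin replicates 1 and 2. Its log2 fold change was 2.06 with a standard error of 1.30 (adjusted p = 0.726, edgeR's quasi-likelihood test), so that no difference could be told from the spread between the multipara libraries. Without multipara replicate 1 it was -1.25, and without multipara replicate 2 it was 2.95. Of the Fig. 3i genes, 39 could be tested in the untreated islets, with a median log2 fold change of 1.25, and the set tests gave a p-value of 0.00588 for camera but 0.677 for fry. Of the 39 genes, 2 were lower in multipara, whereas 33 of 39 were lower without multipara untreated replicate 1. After S-961, *Mki67* was at 108, 75.0, 50.9 and 4.45 CPM in the libraries labelled multipara and at 3.86, 15.6 and 3.52 CPM in those labelled virgin, a log2 fold change of 2.95 with a standard error of 0.94 (adjusted p = 0.362, edgeR). Without multipara S-961 replicate 4 it was 3.34 (adjusted p = 0.0238, edgeR), and over the 7 fits that each left out 1 S-961 library the adjusted p-value ran from 0.0238 to 0.802. The direction of this RNA in whole islets, as labelled, is opposite to the paper's staining of Ki-67 protein in β cells after S-961, which was lower in multiparous mice.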

The proliferative capacity of β cells was reduced in multiparous mice, but bulk RNA-seq of islets did not reveal the related genetic signature. A pancreatic islet is made up of various types of cells, and β cells themselves represent a heterogeneous population, only a small portion of which are proliferating at a given moment; thus, some transcriptomic information regarding the proliferative capacity of β cells could be masked in the bulk RNA-seq analysis performed on islets. To overcome this limitation, we performed single-cell RNA sequencing (scRNA-seq) with islet cells isolated from multiparous mice at 3 weeks after the last delivery and age-matched virgin mice. Islet cells from multiparous and virgin mice exhibited similar cellular proportions and similar expression patterns, except for those of β cells (Supplementary Fig. 2a, b, c). Using uniform manifold approximation and projection (UMAP), β cells were divided into seven subpopulations (Fig. 4a, Supplementary Fig. 2d). Of them, two distinct β cell subpopulations, Clusters 1 and 2, were present predominantly in β cells from multiparous mice and clusters 5 and 7 were present predominantly in β cells from virgin mice (Fig. 4b, Supplementary Fig. 2e). Compared to other β cells, Cluster 1 β cells were enriched in genes related to the ‘response to topologically incorrect protein’ and ‘response to ER stress’ pathways and exhibited downregulation of genes related to the ‘electron transport chain’, ‘cellular respiration’, ‘ATP metabolic process’, and ‘oxidative phosphorylation’ pathways (Fig. 4c). Cluster 2 β cells were enriched in genes related to the ‘negative regulation of cell population proliferation’ pathway and exhibited downregulation of genes related to the ‘transport vesicle’ and ‘secretory vesicle’ pathways (Fig. 4d). More specifically, ER stress genes (*Ddit3, Fkbp11*, and *Sdf2l1*) and other stress-related genes (*Nupr1, Atf5, Atf3, Hspa1a, Hspa1b*, and *Dnajb1*) were upregulated in β cells from multiparous mice, suggesting that cellular stress is increased in multiparous β cells (Fig. 4e, f). Cluster 5, enriched with virgin β cell, was upregulated in pathways related to oxidative phosphorylation and ATP metabolic process while ER-related pathways were downregulated (Supplementary Fig. 2f, g). In summary, our scRNA-seq analysis revealed that β cells from mice that had undergone multiple pregnancies have the following features: (1) increased cellular stress, including ER stress; (2) impaired cellular respiration and secretory functions; and (3) reduced proliferative capacity.

**Fig. 4:**
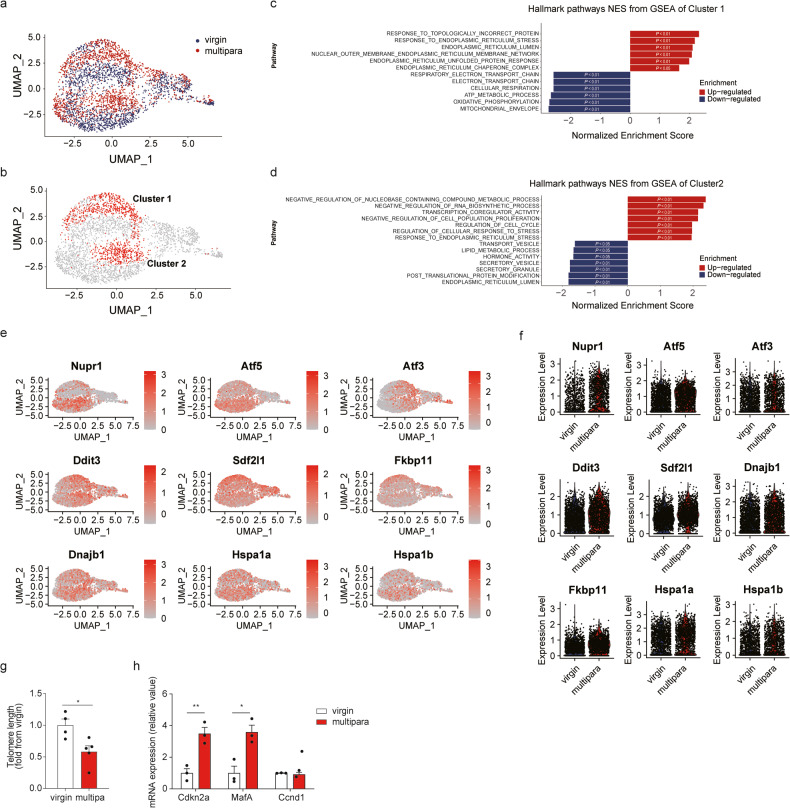
Multiparity increases cellular stress and accelerates the aging process of β cells. **a–f** Single-cell RNA sequencing of islets from virgin and multiparous mice (*n* ≥ 2 per group). **a, b** Multiparous mouse-specific β cell transcript clusters were annotated as Cluster 1 and Cluster 2 (Supplementary Fig. 2). **c, d** Pathways of genes enriched in **c** Cluster 1 and **d** Cluster 2 were analyzed using gene set enrichment analysis. **e, f** Stress-related genes visualized using UMAP (**e**) and a violin plot (**f**). **g** Telomere length was measured in islets from virgin (*n* = 4) and multiparous (*n* = 5) mice. **h** mRNA expression levels in islets from virgin and multiparous mice were assessed by qRT‒PCR (*n* = 3 per group). (Data are expressed as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, as determined by Student’s *t* test).

Cellular senescence is a state of cell cycle arrest that can be induced by repeated cell division and increased cellular stress^23,24^. Our scRNA-seq analysis suggested that repeated β cell division during multiple pregnancies and increased cellular stress are likely to impair the proliferative capacity of β cells in multiparous mice. Indeed, the telomere length was shortened (Fig. 4g), and the expression levels of the senescence markers *Cdkn2a* (p16) increased in islets from multiparous mice (Fig. 4h). These findings suggest that multiple pregnancies increase cellular stress in β cells and that this cellular stress induces aging features and senescence in β cells.

### Multiparous women have a higher risk of diabetes

To examine the metabolic impact of multiparity on maternal metabolic physiology in humans, women with a history of gestational diabetes or gestational impaired glucose tolerance were examined with the 75 g oral glucose tolerance test at 2 months postpartum. Women who had one to three pregnancies were categorized as parity-low, and those who had four or more were categorized as parity-high. A total of 455 women were included in the analysis (parity-low, *n* = 376; parity-high, *n* = 79). Baseline characteristics, including glucose levels during gestation, exercise, lactation, and the duration of follow-up, were comparable between the two groups, but age and body mass index were higher in the parity-high group due to previous deliveries (Supplementary Table 1). At 2 months postpartum, parity-high women showed aggravated glucose profiles compared to parity-low women (Fig. 5a). The Matsuda index (insulin sensitivity) was ~10% lower in the parity-high group than in the parity-low group, and the insulinogenic index and disposition index (β cell function) tended to be lower in parity-high women, although these changes did not reach statistical significance (Fig. 5b, Supplementary Table 1). In a normal context in which β cells can physiologically compensate for insulin resistance, the insulinogenic index would increase when the Matsuda index decreases, resulting in no change in the disposition index. Similarly, we would expect the insulinogenic index to be higher in parity-high women since the Matsuda index was lower compared to the results obtained in parity-low women. However, the insulinogenic index was not higher in parity-high women, despite their decreased Matsuda index. Thus, the disposition index was lower in the parity-high women than in the parity-low women. These results suggest that β cells in parity-high women are unable to properly compensate for insulin resistance.

**Fig. 5:**
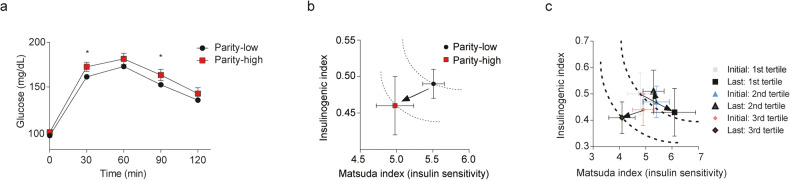
Women who have experienced multiple pregnancies have a higher risk of diabetes. Women who had one to three pregnancies were categorized as the parity-low group (*n* = 376), and those with four or more were categorized as the parity-high group (*n* = 79). **a** Results of the 75 g oral glucose tolerance test at 2 months postpartum. **b** Hyperbolic curve of the insulinogenic index and Matsuda index (insulin sensitivity) at 2 months postpartum. **c** Hyperbolic curve of parity-high women who were followed up for a median of 4.0 years after delivery (*n* = 77), classified into tertiles based on their change in body mass index from the initial follow-up (postpartum 2 months) to the last follow-up. (Data are expressed as the mean ± SEM. *P < 0.05, as determined by Student’s *t* test).

To further examine whether β cells of multiparous women can compensate adequately for insulin resistance, we investigated how changes in postpartum BMI affected metabolic profiles and β cell compensation for insulin resistance in multiparous women. Parity-high women were followed for a median of 4.0 years after the last delivery and classified into tertiles based on their change in body mass index (BMI) from the initial follow-up (postpartum 2 months) to the last follow-up. Intriguingly, the Matsuda index correlated well with the changes in BMI: The Matsuda index increased in the first tertile in which BMI decreased, decreased in the third tertile in which BMI increased, and was unaltered in the second tertile (Fig. 5c, Table 1). However, despite the decrease in the Matsuda index, the insulinogenic index did not increase in the third tertile. Therefore, the disposition index, which is a composite of the insulin secretory function of β cells considering the degree of insulin sensitivity, was lower in the third tertile than in the first and second tertiles. These findings support the human relevance of our findings that β cells of multiparous mice could not compensate for insulin resistance.

**Table 1:** Metabolic phenotypes of parity-high women categorized by their postpartum change in body mass index.

	Postpartum BMI change				(1st vs. 3rd)	(2nd vs. 3rd)	(1st vs. 2nd)
	1st tertile	2nd tertile	3rd tertile	Total	*P* value	*P* value	*P* value
*N*	27	24	26	77			
BMI (kg/m^2^)							
Initial	23.9 (0.5)	22.9 (0.5)	24.8 (0.8)	23.9 (0.4)	0.553	0.081	0.467
Last	23.1 (0.4)	22.7 (0.6)	25.9 (0.8)	23.9 (0.4)	0.004*	0.001*	0.876
Change	−0.9 (0.3)	−0.1 (0.2)	1.1 (0.3)	0.0 (0.2)	<0.001*	0.020*	0.129
AUC (Glucose)							
Initial	20148 (1449)	17988 (823)	18564 (592)	18940 (605)	0.524	0.922	0.319
Last	18821 (1548)	18986 (1319)	20735 (880)	19519 (740)	0.537	0.612	0.995
Change	−1327 (599)	999 (1013)	2172 (624)	579 (460)	0.004*	0.524	0.082
Matsuda index							
Initial	4.8 (0.5)	5.4 (0.5)	4.9 (0.4)	5.0 (0.3)	0.994	0.753	0.685
Last	6.1 (0.8)	5.3 (0.4)	4.1 (0.5)	5.2 (0.4)	0.044*	0.344	0.647
Change	1.2 (0.8)	−0.1 (0.5)	−0.9 (0.4)	0.1 (0.4)	0.045*	0.619	0.310
Insulinogenic index							
Initial	0.50 (0.08)	0.47 (0.06)	0.44 (0.06)	0.47 (0.04)	0.846	0.946	0.973
Last	0.43 (0.09)	0.51 (0.08)	0.41 (0.06)	0.45 (0.05)	0.982	0.685	0.788
Change	−0.07 (0.09)	0.04 (0.07)	−0.03 (0.08)	−0.02 (0.05)	0.998	0.832	0.870
Disposition index							
Initial	2.2 (0.4)	2.5 (0.4)	2.0 (0.3)	2.2 (0.2)	0.899	0.598	0.852
Last	2.4 (0.4)	2.7 (0.5)	1.4 (0.2)	2.2 (0.2)	0.033*	0.031*	0.796
Change	0.3 (0.5)	0.3 (0.5)	−0.6 (0.3)	0.0 (0.3)	0.270	0.336	0.990

Parity-high women were followed for a median of 4.0 years after delivery (*n* = 77) and classified into tertiles by the change in body mass index from the initial follow-up (postpartum 2 months) to the last follow-up. Metabolic phenotypes, including the area under the curve (AUC) for the oral glucose tolerance test and the insulinogenic index, disposition index (β cell function), and Matsuda index (insulin sensitivity), were compared. (Data are expressed as the mean ± SEM. *P < 0.05, as determined by ANOVA with Tukey’s post hoc test).

## Discussion

During pregnancy, women experience severe but physiological insulin resistance that can threaten their metabolic health after delivery. However, epidemiological studies have failed to agree on whether/how the risk of postpartum diabetes correlates with the number of pregnancies: Some found a positive correlation^3,4^, while others found a negative correlation^25,26^ or no association^27,28^. Moreover, the studies that reported a positive correlation between parity and the risk of diabetes failed to elucidate any detailed mechanism through which multiple pregnancies might lead to the deterioration of glucose tolerance.

In this study, we established a multiparity mouse model and longitudinally evaluated metabolic phenotypes. Mice that underwent multiple pregnancies developed insulin resistance over time, but their β cells were not able to compensate for the insulin resistance because of the impaired proliferative capacity. RNA-seq analyses revealed that multiple pregnancies induced cellular stress and aging features in β cells, which eventually resulted in β cell failure. Prospective human studies further supported our mouse findings by revealing that β cells failed to compensate for insulin resistance in multiparous women. Together, our findings show that multiparity increases the risk of diabetes in postpartum women by reducing the ability of their β cells to compensate for insulin resistance.

The age-related decline in β cell proliferation has been well described^29–35^. The expression of cyclin kinase inhibitor p16 (*Cdkn2a*) increases with aging; this prevents the entry of β cells into the cell cycle and promotes their maturation to enhance insulin secretion^31,35^. In a study from Helman et al., the forced induction of p16 and senescence in pancreatic β cells led to improved glucose-stimulated insulin secretion and increased expression of Gck^31^. In the present study, we show that insulin secretion was increased in islets from multiparous mice at 3 weeks after the last delivery and that this was accompanied by increased expression of p16 and *Mafa*. This finding suggests that during the initial phase of metabolic stress, β cell maturation and senescence occur concomitantly, followed by functional impairment upon further metabolic stress. In this context, although the metabolic phenotype of multiparous mice was not yet deteriorated at 3 weeks after the last delivery, the proliferative capacity of these β cells was already impaired at this time point. The multiparous β cells failed to compensate for the insulin resistance that developed afterward, as the multiparous mice gained weight. Furthermore, our RNA-seq analysis at 3 weeks after the last delivery revealed that cellular stress was already increased and cellular senescence was induced in β cells of multiparous mice before insulin resistance developed. Notably, insulin secretion was normal in islets from multiparous mice at 3 weeks after the last delivery; at 16 weeks after the last delivery, however, the basal insulin secretion of islets from multiparous mice under low-glucose conditions was elevated, as is often seen in cases of β cell aging or other β cell defects^31,34,36,37^. Taken together, the results from our animal study indicate that multiple pregnancies induce cellular senescence in β cells, and these β cells cannot compensate for insulin resistance, although they can maintain insulin secretory function for a while because they have already lost their proliferative capacity.

In this study, we conducted a comprehensive investigation into the alterations observed in the transcriptome landscape of islets in response to repeated delivery. Notably, we observed the upregulation of *Lrrc55* and *Matn2* in multipara islets, consistent with previous findings of their upregulation in pregnant islets^9,38^ or androgen receptor knockout islets^39^ (Supplementary Fig. 1b, d). 

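Whether the effect of multiparity on these genes differed between S-961 and no treatment was tested with an interaction contrast over all 11 libraries, in which 17996 genes were tested. No gene passed an adjusted p-value of 0.05, and 1179 had an unadjusted p-value under 0.05, where chance gives 900. For *Lrrc55*, the log2 fold change with S-961 minus that without it was -6.76 with a standard error of 1.17 (adjusted p = 0.372, edgeR's quasi-likelihood test), and for *Matn2* it was -2.52 with a standard error of 0.62 (adjusted p = 0.44, edgeR). Both genes were higher in every library labelled multipara than in every library labelled virgin without S-961, and lower with S-961. Without the library labelled multipara S-961 4, the adjusted p-values were 0.0157 and 0.0162 in edgeR. Over all alternatives, they ran from 5.41e-07 to 0.651 for *Lrrc55* and from 0.0129 to 0.808 for *Matn2*, lowest with DESeq2 in both cases.

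**Figure D3:**
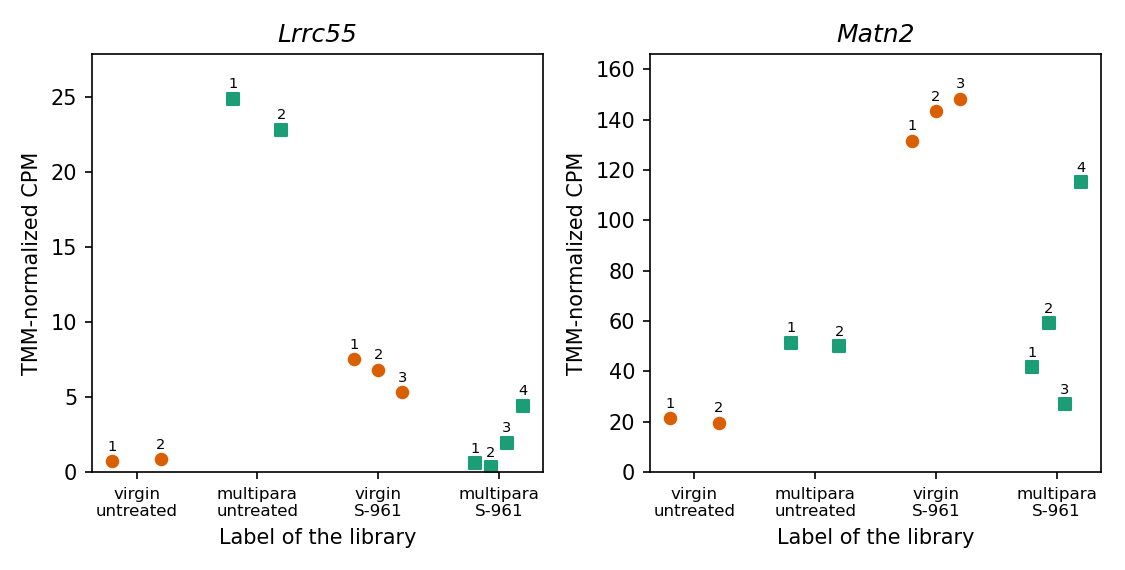
Expression of *Lrrc55* and *Matn2* in the 11 islet libraries, in CPM normalized by TMM over all of them, by the label of the library. Each point is 1 library with its replicate number; *Lrrc55* sits at 24.9 and 22.8 CPM in multipara and 0.73 and 0.85 CPM in virgin libraries without S-961, and at 0.32 to 4.43 CPM in multipara and 5.34 to 7.54 CPM in virgin libraries with S-961.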

*Lrrc55* has been implicated in the attenuation of ER stress-related pathways in β cells^38^, suggesting that its upregulation may be associated with an increased subpopulation of stressed β cells in multipara islets (Fig. 4). Furthermore, we observed upregulation of *Rerg* in S-961-injected multipara islets. 

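*Rerg* (ENSMUSG00000030222) lies on chromosome 6 of GRCm38 from 137054825 to 137170497, on the minus strand. After S-961, its expression was 2.15, 2.07, 2.86 and 17.8 CPM in the libraries labelled multipara S-961 1 to 4 and 22.6, 15.3 and 14.8 CPM in those labelled virgin S-961 1 to 3. The log2 fold change was -1.50 with a standard error of 0.72 (adjusted p = 0.551, edgeR's quasi-likelihood test). Multipara replicate 4 lay at the level of the virgin libraries, and without it the log2 fold change was -2.89 (adjusted p = 0.00295, edgeR), and over all alternatives the adjusted p-value ran from 0.00295 to 1. In untreated islets, *Rerg* was at 4.05 and 2.75 CPM in multipara and 1.03 and 2.11 CPM in virgin, a log2 fold change of 1.12 (adjusted p = 0.719, edgeR).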

*Rerg* has previously been shown to have an inhibitory role in cell proliferation in breast and nasopharyngeal cancer, particularly in an estrogen-dependent manner^40,41^. These genes hold promise as potential effector genes and may provide mechanistic insights into β cell replicative capacity. Further investigations into the functions of these genes are warranted.

In our single-cell RNA-seq analysis, we observed that multipara-enriched β cell clusters exhibited upregulation of genes associated with ‘response to ER stress’ and ‘negative regulation of cell population proliferation’ pathways, while they exhibited downregulation of genes related to ‘cellular respiration’ and ‘secretory vesicle’ pathways. These transcriptomic changes align with those observed in other models of β cell failure^42,43^. Interestingly, we observed upregulation of *Atf3* in multipara β cells, which is a gene known to induce cellular senescence through the regulation of epigenetic changes^44^. Furthermore, the *Atf4/p16* signaling pathway has been implicated in mediating ER stress-driven cellular senescence^45^. It is plausible that multipara β cells share common molecular pathways associated with ER stress-driven cellular senescence.

Cellular senescence is a state in which cells cease to divide and undergo a group of functional changes^23,46^. Metabolic stress, including chronological aging and insulin resistance, has been shown to induce cellular senescence in β cells, and researchers have attempted to use senolytic agents to improve metabolic phenotypes^47–49^. The expression of p16 increased with advanced age or the presence of diabetes mellitus in mouse and human pancreatic islets^35,47^. In human islet microarray data, subjects with diabetes had higher expression of Cdkn2a than those without diabetes (data not shown)^50^. Administration of a senolytic, ABT-263, specifically reduced p16 expression in islets and improved glucose tolerance and the genetic identity of β cells^47^. In terms of β cell proliferation, age-dependent declines in human β cell proliferation at the basal state^33^ and in adaptive β cell proliferation to partial pancreatectomy or low-dose streptozotocin in rodents have been well described^51^. Overexpression and genetic ablation of p16 result in the repression and induction of β cell proliferation, respectively^35^. These findings provide a potential link between β cell senescence from multiparity and an increased risk of postpartum diabetes and suggest the potential role of senolysis in recovering proliferative capacity. Further studies are required to explore the potential of senolytic therapies in rejuvenating the proliferative capacity of senescent β cells.

Epidemiologic studies have identified various risk factors for postpartum type 2 diabetes mellitus, including maternal age, prepregnancy body weight, and genetic predisposition, which are nonmodifiable factors^52,53^. On the other hand, modifiable risk factors such as postpartum weight change, lactation, physical activity levels, and dietary factors have been identified. Postpartum weight loss and lactation have shown benefits in improving insulin sensitivity and enhancing insulin secretory function^10,17^. Additionally, adhering to a healthier diet, such as the Mediterranean diet, has been associated with a reduced risk of developing postpartum diabetes^54^. The Diet, Exercise, and Breastfeeding Intervention (DEBI) study, an interventional trial, implemented a comprehensive approach to achieve postpartum weight goals through healthy eating, physical activity, and breastfeeding, resulting in improved glycemic control^54^. Postpartum weight loss was linked to improvements in fasting and 2 h glucose levels, as well as the homeostasis model assessment of insulin resistance. In our study, we observed that multipara women who experienced weight loss demonstrated improved insulin sensitivity. Conversely, women who gained weight during the study period exhibited an increase in insulin resistance, without a compensatory rise in insulin secretion. These findings suggest that weight loss in multipara women may positively impact their insulin sensitivity, potentially reducing the risk of developing insulin resistance-related conditions.

There are limitations to this study. First, we removed the pups from the cage to minimize the metabolic effects of lactation^10^. Although there was no difference in the activity (as shown in Fig. 1h), the separation of maternal mice from their pups may have caused psychological stress. Second, there are differences between mouse and human maternal physiology. Specifically, mice typically have multiple fetuses, approximately 10, whereas humans usually have a single fetus. Despite these limitations, we have presented human data showing that women with a higher number of pregnancies have higher glucose levels and impaired β cell function in those who gained weight after delivery. We believe that the metabolic phenotyping and bioinformatics analysis of rodent β cells provide valuable information for understanding maternal physiology.

In summary, we herein show that multiple pregnancies induce cellular stress and aging in β cells, rendering them unable to compensate for insulin resistance. Insulin resistance and adiposity increase after multiple pregnancies, but the loss of the proliferative capacity of β cells to compensate for insulin resistance is more critical for the development of glucose intolerance. Future studies on the modulation of β cell aging will provide new insights into maternal metabolism.

### Supplementary information

Supplementary Data

## Data Availability

All data that support the findings of this study are available from the authors on reasonable request. Bulk RNA-seq and single-cell RNA-seq data can be accessed via the Gene Expression Omnibus (GSE234740 and GSE 234741).

How the deposited data were processed for this re-analysis (not part of the article)

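Islet RNA from 11 samples was measured by bulk RNA-seq: 3 libraries labelled virgin and 4 labelled multipara after S-961, and 2 labelled virgin and 2 labelled multipara without treatment. Libraries were grouped by the labels given by the authors, which carry the same group sizes as the legend of Fig. 3. The single-cell libraries and the qRT-PCR samples of the paper were not analysed here.

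The authors deposited 1 table per library with estimated counts, also called expected counts, of reads per gene, without normalization. The paper's methods name poly(A)-selected, strand-specific libraries, and the legend of Fig. 3 names counts normalized by DESeq2 for the heat maps. The paper's text names neither the aligner and the counting program nor the test and threshold behind the differentially expressed genes, and refers to its Supplementary Methods, which were not used here. Of the 55536 genes in each table, 55450 had the identifier and symbol of GENCODE release M21 (Ensembl 96), from which the genome build GRCm38 and all coordinates were taken, and 86 were on sequences outside the reference chromosomes and kept in the tests. A symbol was used by more than 1 gene in 115 cases, so that genes were tested by identifier. The estimated counts were rounded to whole counts. Between 4449 and 5162 genes per library had a value that was not whole, which shows that reads shared between genes were divided, so that near-identical genes such as *Hspa1a* and *Hspa1b* or *Hba-a1* and *Hba-a2* have uncertain values.

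Total counts per library ran from 22028507 to 32234146 with a median of 29866486. Pairs of libraries were compared by a chi-square test of their counts over genes. Over the 11 pairs of the same condition, the statistic per gene ran from 9.41 to 126.75. The library labelled multipara S-961 4 was at 9.78, 11.82 and 45.56 from virgin S-961 1, 2 and 3. From multipara S-961 1, 2 and 3 it was at 58.18, 80.34 and 95.87. No library was a repeat of another, and each was counted as 1 replicate. The coefficient of biological variation fitted by edgeR was 0.281 for the S-961 comparison, 0.266 for the untreated comparison and 0.293 over all libraries. The spread between libraries grouped by their labels and not the depth therefore limited the precision of all but the lowest genes. With S-961 this spread includes the distance of multipara S-961 4 from the others of its group.

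The comparisons were multipara against virgin with S-961, multipara against virgin without treatment, the difference between these effects as an interaction, and S-961 against no treatment within each parity group. Tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), default dispersion estimates and the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The first 2 comparisons were fitted on their own libraries and the others on all 11. CPM values came from the fit of the comparison concerned, except in comparisons across treatments, where all 11 libraries were normalized together. Principal component analysis used log2 CPM (prior count 2) of the 500 most variable genes.

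Gene lists were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01, camera with an estimated correlation, and fry) and with fgsea 1.28.0 (10000 permutations, genes ranked by signed log10 p). The family held 22 lists. They were the Seurat cell cycle genes together, their S phase part and their G2/M part, the genes named in Figs. 3i and 3j, symbol families for potassium channel, voltage-gated cation channel and respiratory chain subunits, and hand-written lists of pregnancy or lactogen genes, the paper's stress genes, senescence genes, immediate early genes, and markers of acinar, duct, immune, lymphocyte, endothelial, stromal, red, alpha, delta and beta cells. The genes of Figs. 3i and 3j were chosen by the study from these libraries. A list score is the mean log2 CPM of the list in 1 library over the joint normalization. Scores and PC1 were compared by an exact two-sided permutation test. Its smallest p-value is 0.0286 with 3 against 4 libraries and 0.333 with 2 against 2, where list scores were not tested. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

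The genes named one by one were those the paper names for its bulk RNA-seq, its qRT-PCR and its stress genes, *Mki67*, *Insr*, *Ins1* and *Ins2*, and members of the lists where a list is reported. The rule added the 5 genes with the largest change in each direction for the S-961 comparison and the 3 in each direction for the untreated and interaction comparisons, among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 2 and no overlap between groups. It picked 0 genes in each of these comparisons.

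The fits were tested on simulated counts with 200 genes changed 4-fold, drawn with the dispersion trend fitted to the real libraries. Each gene took the dispersion of the trend and not its own, and the libraries of a group shared a mean. A library that departs from its group, as multipara S-961 4 does, was not simulated. The recovery and false calls therefore need not hold for the genes that such a library spreads. In the S-961 design, edgeR recovered 200 of them with 8 false among 208 calls over 16465 genes, and DESeq2 recovered 198 with 41 false among 239. In the untreated design, edgeR recovered 178 with 5 false among 183 calls over 15557 genes, and DESeq2 190 with 35 false among 225. For the interaction, edgeR recovered 175 with 3 false among 178 calls over 17645 genes, and DESeq2 185 with 30 false among 215. At a lower simulated dispersion both tools recovered all 200 genes in each design, with 12, 15 and 7 false calls for edgeR and 15, 11 and 10 for DESeq2, in the same order of designs.

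The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or upper quartile normalization in place of TMM, no filter or a mean count of at least 10 in place of filterByExpr, a fold change of at least 2 in addition to the threshold, all 11 libraries in one fit, the replicate number as a block, the acinar score as a covariate, each library left out in turn, robust dispersion estimates, other set tests, and other genes and scales for the principal components. The replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their group means.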

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

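The tests of explanations in this part were chosen only after the results were seen.

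The library labelled multipara S-961 4 lay far from the others of its group. Its gap to the nearest library, divided by the range of the group, was 0.923 for the score of the Fig. 3j genes, 0.9 for log2 CPM of *Cenpi* and 0.849 for log2 CPM of *Rerg*, each above the critical value of Dixon's test for 4 samples. Of 35 values tested in this way 3 passed, where chance gives about 2, and the 3 are not independent since they come from 1 library. Its total count of 29866486 was the lowest of its group, next to 29995284 in replicate 3, and gives no reason for the gap. A set of mislabelled libraries is a candidate explanation, described under the other observations: 1 of the 35 ways to call 3 of the 7 libraries virgin placed the genes of Figs. 3i and 3j as those figures do, and it was not the labelled one. A difference between animals stays open and was not tested.

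For *Lrrc55* and *Matn2*, the effect of multiparity differed in direction between treatments. The interaction was -6.76 for *Lrrc55* and -2.52 for *Matn2* on the log2 scale, with adjusted p-values of 0.372 and 0.44 in edgeR, so that neither passed the threshold, although every library labelled multipara was higher without S-961 and lower with it. Over the alternatives the adjusted p-values ran from 5.41e-07 to 0.651 and from 0.0129 to 0.808. Without multipara S-961 4 they were 0.0157 and 0.0162. A preparation difference between treatments that both parity groups share cancels in this contrast. Mislabelled S-961 libraries may account for the opposite directions. Outside the genes of Figs. 3i and 3j and the cell cycle and lactogen lists, the 100 genes with the smallest p-values in the untreated comparison, signed by their untreated direction, had a median log2 change of -0.27 in the S-961 libraries as labelled. An effect of parity that reverses under S-961 stays open as the biological explanation.

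List scores of 4 further lists moved in opposite directions in every library of the 2 treatments. The difference of the score changes was 0.94 for the alpha cell list, 0.93 for the delta cell list and 0.84 for the duct list. For the lactogen list it was -1.77, and these differences of scores were not tested themselves. The median interaction of the lactogen genes was -0.35, with 4 higher and 6 lower, so that part of this list carried its score. Set tests of the interaction over the same genes gave, for fry and for limma's camera with an estimated correlation, p-values of 0.0013 and 0.00954 for the alpha cell list, 0.00309 and 0.0121 for the delta cell list, 0.0842 and 0.101 for the duct list, and 0.00456 and 0.0142 for the lactogen list. The alpha cell score was 6.65 to 6.85 in virgin and 7.00 to 7.25 in multipara libraries with S-961, and 7.71 and 7.79 in virgin against 6.99 and 7.45 in multipara libraries without it. The most abundant alpha cell gene, *Gcg*, was at 12490 to 13350 CPM in virgin and 14530 to 21630 CPM in multipara libraries with S-961, and at 44610 and 50370 against 23750 and 34810 CPM without it. *Sst*, of the delta cell list, was at 1868 to 2669 CPM against 1909 to 3371 CPM with S-961, where the groups overlapped, and at 5096 and 6077 against 3295 and 3930 CPM without it. For the duct list the separation was narrow, with scores of 3.97 in both multipara untreated 2 and virgin untreated 2, equal to 2 decimals. The duct gene *Krt18* was at 144 to 159 CPM against 97.2 to 238 CPM with S-961 and at 160 and 163 against 137 and 165 CPM without it. All 7 alpha, 4 delta and 7 of the 9 duct genes were at 1 CPM or more in both untreated virgin libraries, and none is in another list. Of the 10 lactogen genes, 3 are also in Fig. 3j, which was chosen from these libraries, and 7 were at 1 CPM or more. A change in the share of cell types and a change within these cells were not separated by any test here, and the mislabelling weighed above, with its value of -0.27, remains open for all 4 lists.

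The library labelled multipara untreated 1 held a signal that the paper does not report on. Its score was 2.10 above the highest untreated virgin library for the immune list, 2.71 for the lymphocyte list and 3.69 for the red cell list. Multipara untreated 2 stood at 4.61, 0.98 and 5.36 in these lists, against 6.80, 5.74 and 7.89 in multipara untreated 1. *Cd74* was at 1158 CPM in multipara untreated 1 against 252 to 277 CPM in the other untreated libraries, *Lyz2* at 508 against 33.2 to 56.7 CPM, *Cd79a* at 107 against 20.1 to 27.6 CPM, and *Hbb-bs* at 927 against 73.0 to 192 CPM. *Ighm* was at 798 CPM there but also at 782 CPM in virgin untreated 1. All 17 immune, 6 of 10 lymphocyte and 4 of 5 red cell genes were at 1 CPM or more in both untreated virgin libraries, and no other list holds them. In the list tests the medians of the untreated comparison were 1.38, 2.66 and 3.12, with p-values of 0.416, 0.844 and 0.18 for fry. For the red cell list, multipara untreated 2 also lay above both virgin libraries, so that this rise was not confined to 1 library. A larger library was argued against, since the total count of multipara untreated 1 was 26516117, below both untreated virgin libraries. Lymphoid or blood-forming tissue carried along with the islets may explain both the immune and lymphocyte signal of this library and the cell cycle genes of the untreated comparison, whose median log2 fold change of 0.73 became -0.15 without this library. Inflammation of the islets in 1 animal stays open and was not tested.

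In the library labelled multipara S-961 3, the stromal list score of 5.20 was 1.64 above the highest virgin S-961 library. The scores of the other multipara libraries were 4.69, 4.42 and 4.32, and those of the virgin libraries 3.52 to 3.55. The exact permutation test gave p = 0.0286, the smallest p-value possible, and 0.189 after adjustment over 22 lists. The list had a median log2 fold change of 1.36, with 9 of 9 genes higher, and p-values of 0.00457 for fry and 0.0366 for camera with an estimated correlation. *Sparc* was at 91.6 to 115 CPM in multipara and 75.3 to 88.3 CPM in virgin libraries, and *Col3a1* at 40.7 to 108 and 17.7 to 21.4 CPM. All 9 genes were at 1 CPM or more in untreated virgin islets and none is in another list. More stromal cells and a change within stromal cells both stay open, and the bearing of this list on the cell cycle genes is given under the other observations.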

How the results depend on the processing

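All alternatives were set before the data were examined, except robust dispersion estimates, which were chosen after seeing the data. No further test in this part was chosen after the results were seen.

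With DESeq2 in place of edgeR, 358 genes were higher and 11 lower in multipara with S-961, 22 higher and 34 lower without it, and 61 higher and 20 lower in the interaction, where edgeR called none. The unadjusted counts under 0.05 in edgeR were 1630, 889 and 1179. On data simulated with the dispersion trend of the real libraries DESeq2 made more false calls than edgeR in all 3 designs, whereas at a lower dispersion it made 11 against 15 in the untreated design. The simulation held no library that departs from its group, so that it cannot tell which of the real calls are false. The cause of the difference in the real libraries was not tested. Without the filter on low counts, 2 genes were higher (*Lrrc55* and *Matn2*) and 1 lower (*1700047I17Rik2*) in the untreated comparison, and 2 were higher (*Pdk4* and *Vwde*) and 2 lower (*Lars2* and *Lrrc55*) in the interaction. With robust dispersion estimates, *Lrrc55* was the only call in the untreated comparison, with 1 gene higher at an adjusted p-value of 0.00634 in edgeR, while its adjusted p-value over all alternatives ran from 9.33e-45 to 1. *1700047I17Rik2*, *Pdk4* and *Vwde* were named after their values were seen. The causes were not tested.

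Across the 7 fits that each left out 1 of the S-961 libraries, 0 to 447 genes were higher and 0 to 78 lower in multipara with S-961, and 0 to 19 higher and 0 to 26 lower in the interaction. The largest numbers came without multipara S-961 4. Without virgin S-961 3, 1 gene was higher, *Igkc*, with a log2 fold change of 2.74 (adjusted p = 0.0182, edgeR), also named after its value was seen. In the untreated comparison a group is left with 1 library, so that values but no calls were taken. There the median of the cell cycle list ran from -0.15 without multipara untreated 1 to 1.31, and the log2 fold change of *Mki67* from -1.25 without the same library to 2.95.

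The replicate numbers showed no pairing of the S-961 libraries, while the untreated libraries left a single positive correlation that cannot decide. Deviations of same-numbered libraries from their group means correlated at 0.0764, 0.00463 and 0.0904 with S-961 and at 0.329 in the untreated libraries, where 2 against 2 fixes the same value for both numbers. With the replicate block, 309 genes were higher and 33 lower with S-961, and 14 higher and 20 lower in the interaction. This fit takes multipara S-961 4 out of the comparison, as no virgin library shares its number.

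The cell cycle list kept its call under fgsea, with p-values of 5.32e-33 with S-961 and 6.15e-14 without it, but not under fry or camera with an estimated correlation. With S-961 the median was 2.28 with a p-value of 0.0731 for fry and 0.144 for camera with an estimated correlation, and without treatment it was 0.73 with p-values of 0.529 and 0.523. For voltage-gated cation channels with S-961, the median was 0.22 with a camera p-value of 0.0447 under DESeq2's size factors, 0.23 with 0.0329 at a mean count of at least 10, and 0.22 with 0.0362 with all 11 libraries in one fit. It ran from 0.10 to 0.32, with p-values from 0.00207 to 0.47, when 1 library was left out. The causes were not tested.

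For S-961 against no treatment, a fold change of at least 2 left 1723 higher and 1637 lower genes in virgin, and 1537 higher and 1844 lower in multipara, by construction fewer than without it. Of 303 values of named genes under alternatives, 257 kept their direction and, where a p-value was taken, their side of the threshold. No p-value was taken from untreated fits that left a group with 1 library. Another 42 passed the threshold in addition, 3 moved by more than the spread and 1 reversed, which was *Mki67* above. Passing in addition occurred 14 times without multipara S-961 4, 12 times with DESeq2, 12 times with the replicate block, 3 times without the filter and 1 time with robust dispersion estimates. The share of variance on PC1 ran from 43.1% to 63.2% with S-961 and from 67.1% to 82.4% without it. Leaving out acinar genes moved nothing with S-961, where none was among the 500 most variable genes, and gave 75.2% in the untreated libraries. The depth limited genes of low counts, such as *Cdkn2a* with 12 to 30 counts per untreated library.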

Differences from the paper's values

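No test in this part was chosen after the results were seen. The lists used here are not the database sets behind Fig. 3h.

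Fig. 3i shows about 47 genes lower in multiparous islets with S-961, read by eye, and 0 of them had a negative log2 fold change here. Fig. 3j shows about 23 genes higher, read by eye, and 0 of them had a positive log2 fold change. Of the alternatives set before the data were examined, none closed either gap, with a count of 0 under all 15. The normalized enrichment score in Fig. 3h, read by eye, was about -3.5 for the cell cycle against 2.76 here, with 2.45 to 3.09 over the alternatives. For potassium channel activity it was about 2.5 in Fig. 3h, read by eye, against 1.14 here and -1.23 to 1.33 over the alternatives. For voltage-gated cation channel activity it was about 2.5 in Fig. 3h, read by eye, against 1.33 here and -0.98 to 1.66 over the alternatives. None of the 15 alternatives set before the data were examined closed any of these 3 gaps.

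By qRT-PCR in other samples, Fig. 4h shows *Cdkn2a* at about 3.5 times the virgin level, read by eye, against a fold of 2.15 in the untreated libraries here. Of 11 alternatives set before the data were examined, none reached it. The fit without virgin untreated 1, which leaves a single virgin library, gave 2.67, less than 1.5 times apart from the paper's value, and the other 10, from 1.79 to 2.22, were further apart than that. *Mafa* is at about 3.6 in Fig. 4h, read by eye, against 1.23 here, and none of the 11 alternatives, from 1.12 to 1.34, closed the gap.

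The paper has *Cenpi*, *Cenpf*, *Cdk1*, *Cdk2*, *Cdkn2d*, *Hmmr*, *Stmn1* and *Cdc20* lower in multiparous islets with S-961. Here their log2 fold changes, in that order, were 4.57, 4.09, 3.99, 1.41, 0.91, 4.17, 3.63 and 3.94 in the libraries labelled multipara. It has *Matn2*, *Lrrc55* and *Rerg* higher, and the log2 fold changes here were -1.21, -1.83 and -1.50. The direction of these genes was the same under every alternative run, so that no setting reached the paper's direction. The paper describes separate patterns of the groups with S-961 in the principal component analysis. Here the library labelled multipara S-961 4 had a PC1 score of 27.8, among the virgin libraries at 16.3 to 32.9. The paper reports differentially expressed genes without S-961, among them *Lrrc55*, *Matn2* and *Lars2* as higher. These genes were higher here as well, but edgeR called none of them. DESeq2 called all 3, the fit without a filter called *Lrrc55* and *Matn2*, and the fit with robust dispersion estimates, chosen after seeing the values, called *Lrrc55*.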

Other observations

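Tests of explanations in this part were chosen only after the result was seen, with exceptions. The test of ribosomal RNA reads on *Lars2* and the fit with the acinar score as a covariate were set before.

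The libraries of the S-961 comparison can be split into 4 and 3 in 35 ways. A median of the cell cycle list at least as far from 0 as the 2.28 of the labelled split came from 4 of the 35, the labelled one included. As many genes past the threshold as the 0 of the labelled split came, necessarily, from 35 of 35, with 1630 genes at an unadjusted p-value under 0.05 in the labelled split. A median as far from 0 came from 14 of 35 splits for the potassium channel list and from 10 of 35 for the voltage-gated cation channel list. The medians of both channel lists do not stand apart from other splits of the same libraries, and the comparison of a count of 0 decides nothing. For the cell cycle list, the other splits as far from 0 were at 2.37, 2.38 and -2.62. Each kept multipara S-961 1, 2 and 3 together, with multipara S-961 4 on the other side. They resemble the grouping weighed below as mislabelling, so that the count of 4 does not decide whether this median arose by chance. In 34 splits no gene had an adjusted p-value under 0.05 in edgeR, and the single remaining split, with the libraries labelled multipara S-961 1, 2 and 3 on the side of 3, gave 960.

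Mislabelled libraries are a candidate explanation for the direction of the cell cycle genes with S-961. If the labels were exchanged, some other way to call 3 libraries virgin would place the genes of Figs. 3i and 3j as those figures do. Of the 35 ways, 1 had all 47 Fig. 3i genes lower and all 23 Fig. 3j genes higher in each of the 4 libraries than in each of the 3. It called the libraries labelled multipara S-961 1, 2 and 3 virgin, and was also the split with 960 genes. These genes were chosen by the study from the same libraries, so that the count shows which grouping the figures match and not which is true. In the untreated libraries, which Fig. 3j does not show, 21 of 22 Fig. 3j genes were higher in multipara, as that figure has them with S-961. A second test used the 100 genes with the smallest p-values in the untreated comparison, after the genes of Figs. 3i and 3j and of the cell cycle and lactogen lists had been left out. Signed by their untreated direction, their median log2 change was -0.27 with S-961 as labelled, which ranked 34 of 35 splits in descending order. The splits ran from 0.36 to -0.30, and the value of 0.36 came from the split that called multipara S-961 1, 2 and 3 virgin. Both tests came out as mislabelling predicts. An effect of parity on these genes that truly reverses under S-961 would give the second result as well. Such a reversal would also leave the Fig. 3j genes higher in untreated multipara. The labels were kept in all values given here.

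Technical explanations other than the labels were tested for the same cell cycle genes. A broad rise of immune or endothelial cells was not seen. The endothelial list had a median log2 fold change of -0.037 with S-961, with 3 genes higher and 6 lower (fry p-value of 0.693). The immune list had one of 0.00, with 9 higher and 8 lower (fry p-value of 0.976). *Plvap* was at 145 to 161 CPM in multipara and 143 to 186 CPM in virgin libraries, and *Cd74* at 97.8 to 199 and 124 to 181 CPM. Such abundant genes cannot decide on a small share of dividing cells of these types, which stays open. All 9 endothelial and 17 immune genes were at 1 CPM or more in untreated virgin islets, and no other list holds them. A trend over GC content and gene length was argued against, since after its removal the median of the cell cycle list was 2.16. The share of acinar tissue stays open. With the acinar score as a covariate the median was 0.81, but the acinar and cell cycle scores rise in the same libraries, so that acinar tissue and parity cannot be told apart for these genes. The acinar scores were 7.96, 8.37 and 6.45 in virgin replicates 1 to 3 and 9.30, 9.14, 8.83 and 7.79 in multipara replicates 1 to 4, a median log2 fold change of 1.05 with 19 of 19 genes higher and a fry p-value of 0.115. *Amy2a5* was at 344 to 1467 CPM in virgin and 778 to 3350 CPM in multipara libraries. Of the 19 acinar genes, 17 were at 1 CPM or more in untreated virgin islets, and none is in another list. More stromal cells also stay open, since the stromal list had a median of 1.36 and could bring dividing cells, while multipara S-961 4 had a stromal score of 4.32 with a cell cycle score of 1.52. One library does not exclude this explanation.

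*Lars2* was higher in the untreated libraries labelled multipara. Ribosomal RNA reads counted on it were weighed as a cause, in a test set before the result was seen, and were argued against: the log2 fold change of *mt-Rnr2* was 0.27 against 2.69 for *Lars2*. *Gm42418*, a gene that overlaps ribosomal RNA repeats, was at 110 and 82.1 CPM in the virgin libraries, below both in multipara untreated 1 and at 141 CPM in multipara untreated 2, so that it did not follow *Lars2*. Across all 11 libraries *Lars2* was at 1614 and 1966 CPM in multipara untreated, 365 and 193 CPM in virgin untreated, and 69.1 to 127 CPM in all libraries with S-961.

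S-961 libraries differed from untreated libraries in far more genes than the parity groups did. In virgin, 3390 genes were higher and 3172 lower with S-961 at an adjusted p-value under 0.05 in edgeR, and in multipara 3272 were higher and 3496 lower. A difference between library preparations may contribute. The acinar list had a median of 5.16 in virgin and 5.77 in multipara, and *AY036118*, which overlaps ribosomal RNA repeats, had 0 counts in all 7 S-961 libraries and 152 to 190 CPM in the untreated ones. No preparation is known to hold both treatments, so that treatment and preparation cannot be told apart for these genes. Within these limits, the cell cycle list had a median log2 fold change of -0.03 with S-961 in the libraries labelled virgin and 1.33 in those labelled multipara, with fry p-values of 0.887 and 0.164. The difference between these effects is the interaction, with a median of 1.36 and a fry p-value of 0.366.

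The genes of Fig. 4h were measured by the paper in other islets. In the untreated libraries, *Cdkn2a* was at 0.57 and 0.38 CPM in virgin and 1.09 and 0.98 CPM in multipara, a log2 fold change of 1.10 with a standard error of 0.38. *Mafa* was at 168 and 145 against 177 and 209 CPM, a log2 fold change of 0.30 with a standard error of 0.13, and *Ccnd1* at 79.4 and 83.5 against 70.5 and 73.3 CPM, with -0.18 and 0.07. The adjusted p-value was 0.719 for each in edgeR, and 0.717 to 1 over the alternatives. The stress genes that the paper reports from single cells went both ways in these whole islets. *Nupr1*, *Atf5*, *Fkbp11*, *Ddit3* and *Sdf2l1* had log2 fold changes of 0.97, 0.32, 0.38, 0.24 and 0.17, and *Atf3*, *Hspa1a*, *Hspa1b* and *Dnajb1* of -1.01, -0.80, -0.81 and -0.40, none with an adjusted p-value under 0.05 in edgeR over all genes. Adjusted over the list alone, 1 gene was higher and 4 were lower in multipara. *Hspa1a* and *Hspa1b* are near-identical copies. After S-961, *Atf3* had a log2 fold change between multipara and virgin libraries of 1.19 and *Mafa* of -0.59, with adjusted p-values of 0.315 and 0.435 in edgeR. The macrophage-related genes *Csf2rb* and *Spic* of Fig. 3j had log2 fold changes of -2.01 and -1.53 between the libraries labelled multipara S-961 and virgin S-961, with adjusted p-values of 0.37 and 0.509 in edgeR.

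The remaining lists are given by their median log2 fold change between multipara and virgin libraries, with S-961 first and untreated second. It was -0.07 and 0.10 for respiratory chain subunits (fry p-values of 0.716 and 0.267), 0.38 and -0.19 for duct genes (0.0977 and 0.211), 0.18 and 2.66 for lymphocyte genes (0.598 and 0.844), -1.66 and 3.12 for red cell genes (0.107 and 0.18), and -0.05 and 0.11 for beta cell genes (0.184 and 0.785). For alpha cell genes it was 0.50 and -0.55 (0.00266 and 0.104), and for delta cell genes 0.38 and -0.68 (0.0502 and 0.0101). For lactogen genes with S-961 it was -0.27 (0.0418). For the stress genes it was -0.05 and 0.17 (0.609 and 0.0958), for senescence genes 0.10 and 0.25 (0.371 and 0.258), and for immediate early genes 0.31 and -0.32 (0.302 and 0.247). In untreated islets it was 0.65 for acinar genes (0.197), -0.07 for endothelial genes (0.636) and -0.11 for stromal genes (0.661). For both channel lists without treatment it was -0.14 (0.0913 for potassium and 0.253 for voltage-gated cation channels). Camera with the preset correlation gave p-values of 0.00418 and 0.0151 for these channel lists (0.00765 and 0.0237 adjusted over 22 lists). With an estimated correlation it gave 0.133 and 0.327. The S phase and G2/M parts of the cell cycle list had untreated medians of 0.43 and 1.10 (0.41 and 0.626). The Fig. 3i genes had a median of 3.72 with S-961 (0.0553), all 47 higher. The Fig. 3j genes had one of 1.23 in untreated islets (0.00318, and 0.0372 with camera under an estimated correlation), with 21 of 22 higher. In the permutation tests of list scores with S-961 the smallest adjusted p-value over 22 lists was 0.189, and the stromal, alpha cell and lactogen lists had the smallest p-value possible before adjustment. *Atf3* is in both the stress and the immediate early list, and 24 of the 47 Fig. 3i genes are in the cell cycle list.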
